# Whole transcriptome analysis of a reversible neurodegenerative process in *Drosophila* reveals potential neuroprotective genes

**DOI:** 10.1186/1471-2164-13-483

**Published:** 2012-09-15

**Authors:** María José Ferreiro, Naiara Rodríguez-Ezpeleta, Coralia Pérez, Michael Hackenberg, Ana María Aransay, Rosa Barrio, Rafael Cantera

**Keywords:** mRNA-Seq, *Spalt*, SALL, Neurodegeneration, Neuroprotection, *Drosophila*

## Abstract

**Background:**

Neurodegenerative diseases are progressive and irreversible and they can be initiated by mutations in specific genes. *Spalt-like* genes (*Sall*) encode transcription factors expressed in the central nervous system. In humans, *SALL* mutations are associated with hereditary syndromes characterized by mental retardation, sensorineural deafness and motoneuron problems, among others. *Drosophila sall* mutants exhibit severe neurodegeneration of the central nervous system at embryonic stage 16, which surprisingly reverts later in development at embryonic stage 17, suggesting a potential to recover from neurodegeneration. We hypothesize that this recovery is mediated by a reorganization of the transcriptome counteracting SALL lost. To identify genes associated to neurodegeneration and neuroprotection, we used mRNA-Seq to compare the transcriptome of *Drosophila sall* mutant and wild type embryos from neurodegeneration and reversal stages.

**Results:**

Neurodegeneration stage is associated with transcriptional changes in 220 genes, of which only 5% were already described as relevant for neurodegeneration. Genes related to the groups of Redox, Lifespan/Aging and Mitochondrial diseases are significantly represented at this stage. By contrast, neurodegeneration reversal stage is associated with significant changes in 480 genes, including 424 not previously associated with neuroprotection. Immune response and Salt stress are the most represented groups at this stage.

**Conclusions:**

We identify new genes associated to neurodegeneration and neuroprotection by using an mRNA-Seq approach. The strong homology between *Drosophila* and human genes raises the possibility to unveil novel genes involved in neurodegeneration and neuroprotection also in humans.

## Background

Neurodegenerative processes, which affect a high proportion of the human population worldwide, result from very complex interactions at molecular, cellular, histological and organismal levels, being progressive as well as irreversible. A great proportion of the human transcriptome is expressed in the central nervous system (CNS) under a strict spatial, temporal and quantitative control. Mutations in genes involved in a variety of molecular and cellular functions, resulting in abnormally low or high levels of their corresponding proteins, contribute to the development of some important neurodegenerative diseases such as Alzheimer or Parkinson (reviewed in [1]).

The evolutionary conservation of key mechanisms for the development, function and maintenance of the nervous tissue makes the fly *Drosophila melanogaster* a good model system for the study of human neurodegenerative diseases [1-3]. The use of this model presents various additional advantages, including the increasing number of available genetic tools to manipulate gene expression, with temporal and spatial specificity, through trans-genes encoding wild type (WT) or mutated forms of *Drosophila* or human genes [4].

The zinc finger transcription factors Spalt-like (SALL) are expressed in the CNS during embryonic development in *Drosophila* and other organisms. In humans, mutations in *SALL1* are associated with Townes Brocks Syndrome [5], while mutations in the *SALL4* gene are associated with the Duane-Radial Ray or Okihiro Syndrome [6,7]. These syndromes are characterized by limb and renal malformations, as well as nervous system defects that result in sensorineural deafness and, in some cases, mental retardation and motoneuron problems [6,8,9].

Two members of the SALL family are known in *Drosophilaspalt major* (*salm*) and *spalt-related* (*salr*) [10]. The transcription of *salm* starts shortly after blastoderm formation and continues throughout embryogenesis, overlapping partially with *salr*[11]. *salm* and *salr* null mutations affect several tissues, including the tracheal system [12], CNS [13] and the peripheral nervous system [14], and are embryonic lethal in homozygosis. Homozygous *sall* mutant embryos exhibit degeneration of the CNS at embryonic stage 16 (13–16 hours of development, Figure 1A, B, D). *In situ* studies of *sall* mutant embryos and *in vitro* studies of neurons generated by *sall* mutant stem cells, including time-lapse video recording, demonstrated that the mutant phenotype exhibits fragility of the nervous tissue, deficient axonal cytoskeleton and loss of cell adhesion. Consistent with these findings, a study with transmission electron microscopy showed a greatly enlarged extracellular space and several other features indicative of a degenerative process, including vacuolization and abundant membrane “whorls” and autophagosomes [13]. This suggested that *sall* controls, directly or indirectly, the transcription of genes that are important for the integrity of the CNS, possibly acting through cell adhesion and the cytoskeleton. A few hours later, at early stage 17 (16–18 hours of embryonic development, Figure 1A, C, E), part of this phenotype is reverted, suggesting a potential to recover from the neurodegenerative process. The recovery could be mediated by genetic redundancy, either as coincidental redundancy (i.e. genes performing the same function at the same developmental stage) or sequential redundancy (genes performing a similar function at different stages). In this last case, the disappearance of the ultrastructural *sall* phenotype in a few hours (from early stage 16 to early stage 17) could be partially explained by transcriptional changes taking place during this interval [13]. Genomic studies have subsequently reinforced this idea by showing that, during this time window, the *Drosophila* transcriptome undergoes rapid global changes in gene expression [15-17].

**Figure 1:**
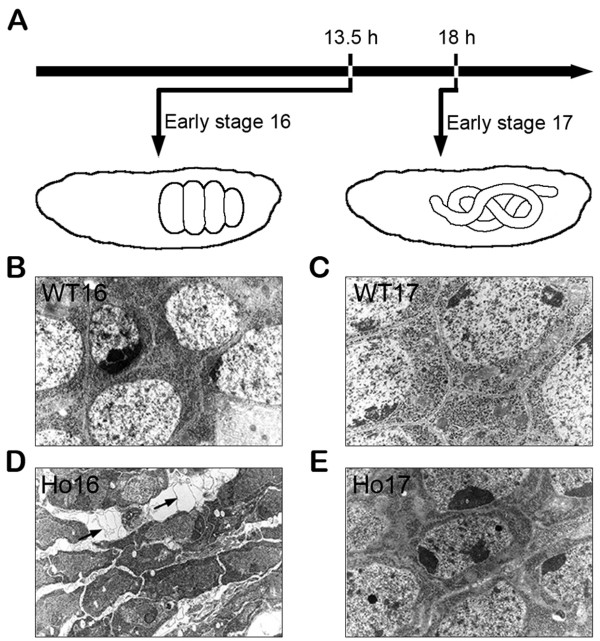
**Neurodegeneration and reversal stages of *sall *mutant embryos.** (**A**) Schematic representation of the time points and morphological features selected to identify embryos from early stage 16 (neurodegeneration stage) and early stage 17 (neurodegeneration reversal stage). (**B**-**E**) Ultrastructural comparison of the central nervous system in WT (**B**, **C**) and homozygous (Ho) *sall* mutants (**D**, **E**) at embryonic stages 16 and 17. Ho16 embryos (**D**) show smaller cell bodies, separated by enlarged extracellular space occupied by vacuoles and other membranous material (arrows), contrasting with WT16 embryos (**B**, **C**) that present normal extracellular space. This phenotype is no longer observed a few hours later in Ho17 (**E**). Panels B-D are reprinted from Cantera et al. 2002.

Based on the hypothesis that the recovery from neurodegeneration could be explained by a reorganization of the *sall* mutant transcriptome that partially compensates the absence of *sall* genes [13], we used mRNA high throughput sequencing (mRNA-Seq) to identify genes that might have neuroprotective function, by comparing the transcriptome of *Drosophila sall* mutant and wild type embryos from stages 16 and 17.

Our mRNA-Seq analysis demonstrates that a characteristic transcriptional signature identifies the neurodegeneration and reversal stages. Thus, the neurodegeneration phenotype observed at embryonic stage 16 in *sall* null mutants is associated with transcriptional changes in genes related to the Redox, Lifespan/Aging and Mitochondrial diseases groups, while the reversal of the neurodegeneration observed at embryonic stage 17 is associated to the regulation of genes involved in the Immune and Salt stress response groups.

## Results

### Analysis of the *sall* mutant transcriptome

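The transcripts of *salm* (CG6464) and *salr* (CG4881) were measured by mRNA-Seq in 14 libraries of pooled embryos. At each of stages 16 and 17 there were 2 libraries of wild type (WT), 2 of heterozygous (He) and 3 of homozygous (Ho) embryos. The authors deposited 1 value per gene and library, made from read counts by size-factor normalization and a transformation to a log2-like scale. From these values, between 768 and 2651 reads of *salm* were recovered in each WT and He library, and between 0 and 96 in each Ho library. For *salr* the ranges were 603 to 1660 reads and 0 to 19 reads. At stage 16, the value of *salm* was 9.20 ± 0.34 (SD, n = 2) in WT and 2.75 ± 1.67 (SD, n = 3) in Ho, a log2 fold change of -6.45 (standard error 1.09, adjusted p = 0.0513 from limma with Benjamini-Hochberg adjustment over 11584 genes). At stage 17 it was 8.64 ± 0.087 (SD, n = 2) in WT and 2.40 ± 2.29 (SD, n = 3) in Ho, and fell by 6.24 (adjusted p = 0.0478 from limma). *salr* fell by 6.08 at stage 16 (standard error 1.00, adjusted p = 0.0481 from limma) and by 6.99 at stage 17 (adjusted p = 0.0190 from limma). Every Ho library lay below every WT library for both genes at both stages. Chance keeps 2 libraries and 3 from overlapping, in either direction, for 20% of genes. None of these differences reached an adjusted p under 0.001 in limma. An exact negative binomial test on the recovered reads, the alternative that moved them most, gave adjusted p-values between 8.5e-40 and 4.0e-15 for the same differences. In He embryos *salm* fell by 0.36 at stage 16 and by 0.38 at stage 17, and *salr* fell by 0.28 and by 0.64, each with an adjusted p of 1.

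**Figure D1:**
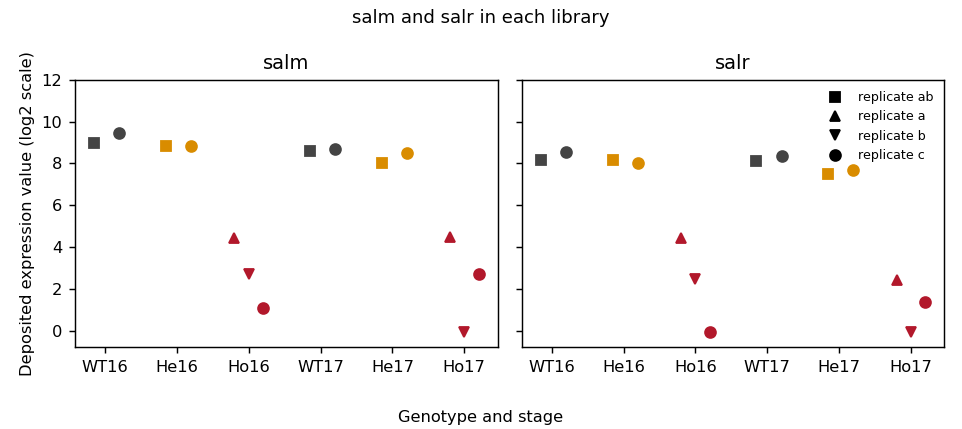
Deposited expression values (log2 scale) of *salm* and *salr* in each library, by genotype and stage, with 1 point per library and the replicate letter as its shape. WT and He libraries sit between 7.51 and 9.44, and Ho libraries between -0.040 and 4.50.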

The mutation *Df(2 L)32FP-5* used for the present approach is a small deficiency that covers both *salm* and *salr* genes [18]. Embryos that are homozygous mutant for these genes die at the end of embryogenesis or beginning of the first larval instar.

Total RNA was extracted from wild type (WT), *Df(2 L)32FP-5/+* (heterozygous, from now on called He) or *Df(2 L)32FP-5/Df(2 L)32FP-5* (homozygous, from now on called Ho) embryos at the two time points illustrated in Figure 1A. cDNAs from two or three independent pool-preparations for each genotype and developmental stage were sequenced. 

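The data behind the comparisons are 14 mRNA-Seq libraries, each made from poly-A RNA of pools of 50 embryos. WT embryos came from an Oregon R stock, Ho embryos from the stock that carries the deficiency, and He embryos from a cross of that stock with *white* males, so that the genotypes also differ in strain background. Stage 16 embryos were collected at 13 to 14 hours and stage 17 embryos at around 16 hours. The stage field of the public labels gives 13 to 14 hours for all 14 libraries, whereas the titles of 7 of them and Table S1 give stage 17, which was used. Each condition has a library of experiment c. The other library of WT and He groups technical replicates of experiments a and b, and Ho has separate libraries a, b and c. The authors aligned the reads to FlyBase r5.22 with Bowtie, counted them on genes, normalized them with DESeq, and deposited 1 table of 13781 genes with variance-stabilized values on a log2-like scale, in which a gene without reads has the value -0.040. Because all libraries follow 1 curve, whole reads were recovered from the values. Of 158533 values above that of 0 reads, 99.8% lay within 0.05 of a whole read. The recovered condition means were compared with 8832 means in the part of Table S2 at hand, and 99.9% lay within 1% of them. Recovered reads on genes ranged from 4739896 to 23178186 per library, with a median of 17952581. The WT16 libraries had 12883154 and 22479691 reads, He16 had 14584271 and 21641070, WT17 had 13412736 and 23178186, and He17 had 17342358 and 22507516. In Ho16 they ranged from 4739896 to 15249833 with a median of 6040631, and in Ho17 from 18562804 to 19096814 with a median of 18978625. The deposited values were analysed with limma, with a mean for each of the 6 conditions in 1 fit and a variance trend. Genes needed at least 10 reads in a library of median size in at least 2 libraries, and at least 15 reads in all, which left 11584 genes. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.001. No count-based package was run, because the deposited values are not counts. As an alternative, the published test of the authors' tool was rewritten, with a variance fit for each condition and an exact negative binomial test on the recovered reads. Floors and intervals from read numbers cover counting error only, since reads of 1 amplified molecule are not independent.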

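Experiment c libraries of WT and He were deeper than the libraries that group experiments a and b, and the shallowest libraries were Ho16a and Ho16b. The 3 reads that a count of 0 allows came to 0.633 CPM in Ho16a and 0.129 CPM in WT17c. The recovered totals were between 1.16 and 1.19 times the paper's gene counts in Table S1, and the reason was not found. Among 13244 genes with reads, 759 had exactly the same reads as another gene in all libraries, of which 214 had at least 100 reads in all. The repeated copies held 0.63% of all reads. Ho16c had 4514 genes at 0 reads, more than any other library, and 93 genes at 1 read. Ho16a had 2661 genes at 0 and 645 at 1 read. Few genes with 1 read were also found in the other libraries of experiment c and in all 3 Ho17 libraries, with between 46 and 94 genes. The 10 most abundant genes took between 6.36% and 9.33% of the reads.

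**Figure D2:**
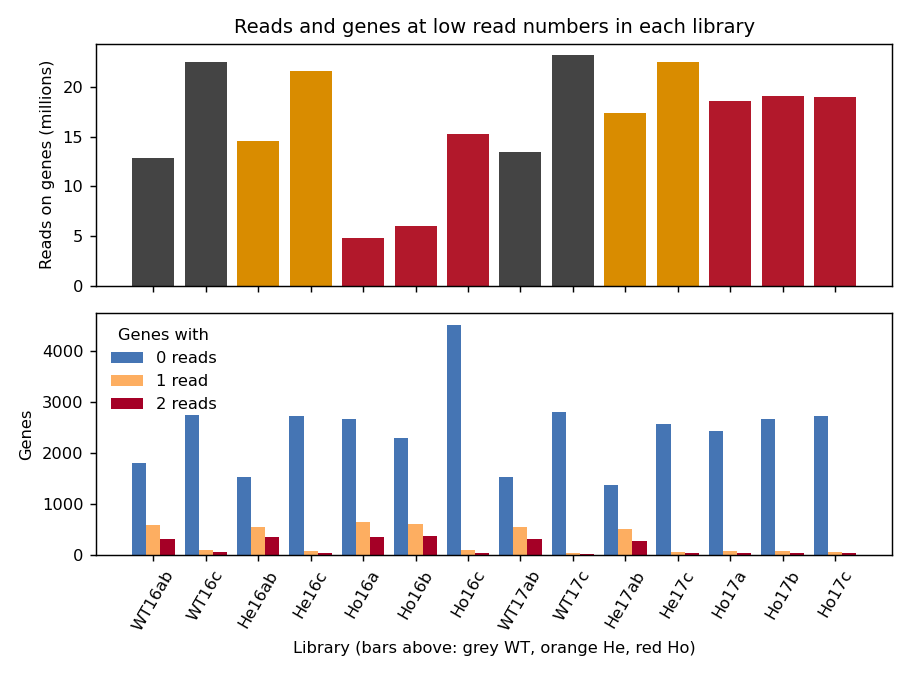
Reads on genes (upper panel, coloured by genotype) and numbers of genes with 0, 1 or 2 reads (lower panel) for each of the 14 libraries. Ho16a and Ho16b have the fewest reads, and Ho16c has the most genes at 0 reads, 4514.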

Sequencing parameters of the biological replicas of the studied genotypes are shown in Additional file 1: Table S1. DESeq package was used for measuring gene expression differences between the samples analyzed [19]. Genes showing expression differences among genotypes and developmental stages that exceeded the threshold defined as statistically significant (p <0.001) were selected for further analysis. 

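Both tests were tried on simulated reads for 10245 genes, 200 of them changed 8-fold, at the depths of the real libraries. With an even spread between replicates, limma found 99% of the changed genes between WT16 and Ho16 and 96.5% between WT16 and WT17, with 1 and 0 unchanged genes called. The exact test found 93.5% and 94.5%, with 0 unchanged genes called in either comparison. With the spread of each library measured in the deposited values, limma found 0.5% and 0% of the changed genes, and called 0 unchanged genes. The exact test then found 31.5% and 37.0%, and called 15 unchanged genes between WT16 and Ho16 and 1 between WT16 and WT17. In both simulations every gene of a library had the same spread, whereas real genes each have their own. The measured spread also held counting noise, which the simulation added again. The percentages are therefore no estimate of what either test finds in the real libraries. At the same threshold, all 390 genes that limma called between WT16 and WT17 and all 346 between He16 and He17 were also called by the exact test in the same direction. Between Ho16 and Ho17 this held for 749 of 922 genes.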

The variance in transcript representation between differential expression (DE) results per genotype comparison is shown in Additional file 2: Table S2. 

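The spread between replicates was taken for each library as the standard deviation, across the tested genes, of its values around the mean of its condition. Libraries of a condition with 2 replicates have the same value by construction. It was 0.54 on the log2 scale in WT16, 0.57 in He16, 0.74 in WT17 and 0.59 in He17. In Ho17 it was 0.73, 0.82 and 0.78 for libraries a, b and c. In Ho16 it was 1.23 for library a, 0.81 for library b and 1.57 for library c. Limma took 1 variance per gene over all conditions, with 8 residual and 4.58 prior degrees of freedom, so the spread in Ho16 entered every comparison.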

Alternatively, Reads Per Kilobase of transcript per Million mapped reads (RPKMs) were also calculated [20] to corroborate the expression variability intra-samples (Additional file 3: Table S3).

We first compared the global transcriptome profile of Ho *sall* mutant embryos with those of He and WT at embryonic stages 16 and 17.We hypothesized that transcriptional misregulation associated with neurodegeneration occurs mainly at stage 16, and that genes providing neuroprotection will be regulated mainly at stage 17. 

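Over the 9 comparisons between genotypes at a stage and between stages in a genotype, 951 genes had an adjusted p under 0.001 in limma in at least 1 comparison. With the threshold at an adjusted p of 0.05, the alternative that moved this number most, 3362 genes were called, and with the exact negative binomial test 2857 genes. Leaving out each Ho library in turn gave between 595 and 1647 genes, the highest without Ho16c and the lowest without Ho17a. Most of the 951 genes came from the comparisons between stages. Only 2 genes, CG4306 and *Ser6* (CG2071), were called between genotypes. *Ser6* is named because it meets the rule for the largest changes in a comparison.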

The heatmap in Figure 2A shows the hierarchical clustering of all genotypes at both stages with respect to the 2534 genes that showed differential expression in at least one of the compared pairs. These results show that the transcriptome differs greatly from stage 16 to 17, as the three genotypes at each stage segregate together and separate from the other stage.

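Hierarchical clustering of the 14 libraries on the 951 genes, with Euclidean distance and complete linkage, placed all 14 with their stage. The same held with all 11584 tested genes, with average linkage and with 1 minus the Pearson correlation as distance. On the 951 genes, the median distance between libraries was 33.6 within a condition, 41.0 between genotypes of the same stage and 163 between stages. Most of these genes were called between stages, so their selection raised the distance between stages. The distances ran from 26.8 to 58.7 within a condition and from 21.4 to 60.2 between genotypes of the same stage. On all 11584 tested genes, the first principal component, with 58.4% of the variance, separated the stages. The other large component held 13.4% and ran from Ho16a at 85.3 to Ho16c at -147, with all other libraries between -16.0 and 29.8.

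**Figure D3:**
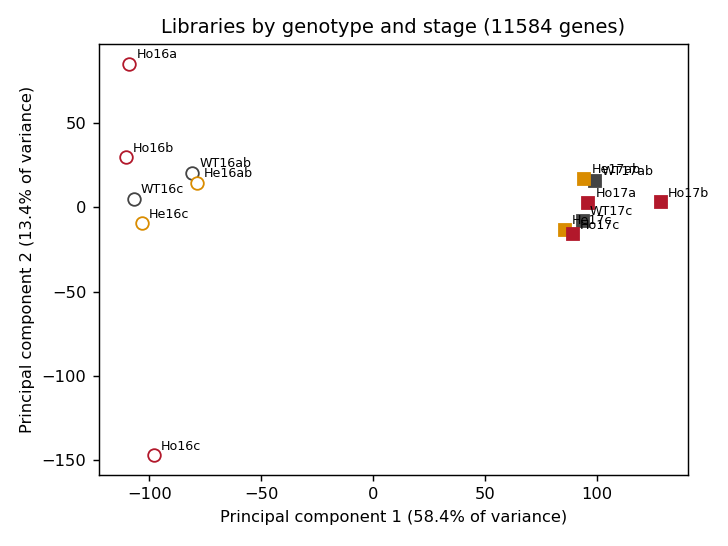
Scores of the 14 libraries on principal components 1 (58.4% of variance) and 2 (13.4%) of the deposited values of 11584 genes, with open circles for stage 16 and squares for stage 17. Component 1 parts the stages, and Ho16a and Ho16c lie at opposite ends of component 2.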

**Figure 2:**
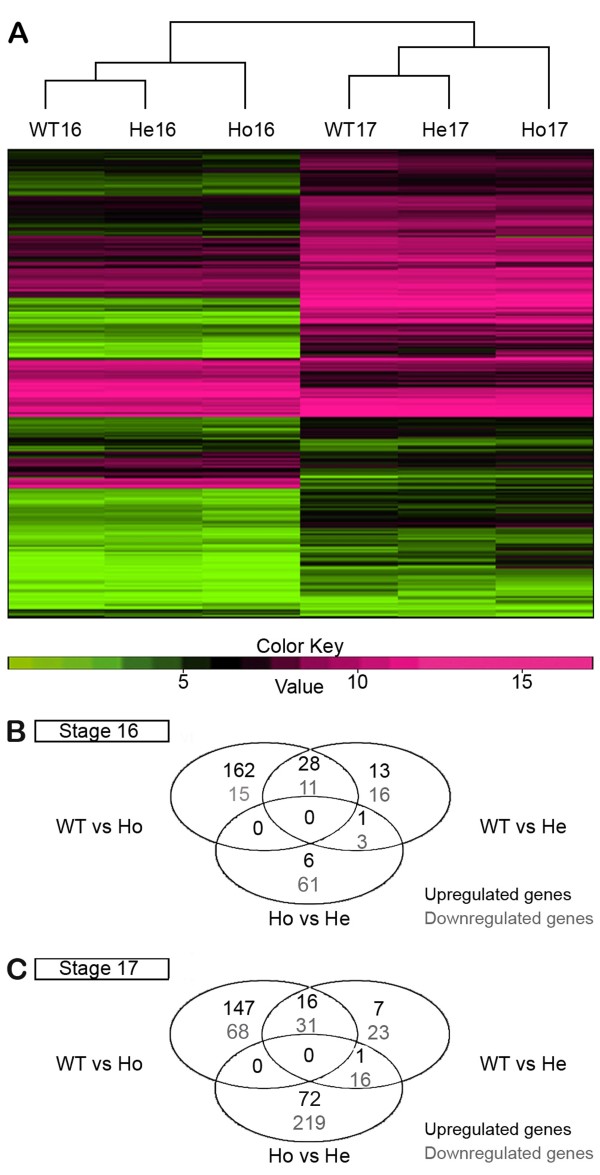
**Comparative analysis of *sall *mutant transcriptome.** (**A**) Heatmap representation of a filtered set of 2534 genes that show differential expression at p <0.001 in at least one of the following comparatives. At stages 16 or 17: WT *vs* homozygous (Ho), WT *vs* heterozygous (He) and He *vs* Ho. At the transition from 16 to 17: WT16 *vs* WT17, He16 *vs* He17, and Ho16 *vs* Ho17. Columns represent samples and rows genes. Colors represent log2 expression ratio values with pink being above and green below the row/column median level of expression (normalized gene counts) as shown by the scale (pink: genes upregulated; green: genes downregulated). (**B**-**C**) Venn diagrams of differential expression overlap between WT, He and Ho *sall* mutant embryos at stage 16 (**B**) and 17 (**C**). Numbers represent upregulated and downregulated genes (top and bottom, respectively) in the second genotype with respect to the first (e.g. WT *vs* Ho represent the number of misregulated genes in homozygous compared to WT).

The number of genes that showed differential expression profiles in each of the comparisons between WT16, Ho16, and He16 (Figure 2B) and WT17, Ho17, and He17 (Figure 2C) is indicated by Venn diagrams. 

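Between WT16 and He16, limma called 1 gene, CG4306, which was higher in He16. At an unadjusted p under 0.05 there were 73 genes higher and 69 lower in He16. Between WT17 and He17 no gene was called, and 126 genes were higher and 167 lower in He17 at an unadjusted p under 0.05. The exact test called 44 genes up and 32 down in He16, and 25 up and 75 down in He17. In 30 of the 44 and all 32 genes at stage 16, and in 21 of the 25 and 66 of the 75 at stage 17, the He libraries did not overlap the WT libraries. Chance gives this for 33.3% of unselected genes when 2 libraries are compared with 2, and these genes were selected on the same libraries, so the shares are no independent evidence.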

The transcriptome profiles of He and WT embryos showed differences in less than 100 genes per stage (42 genes up and 30 down at stage 16; 24 genes up and 70 down at stage 17). The Ho mutants, instead, showed misregulation of more than 200 genes, most of which were upregulated (190 genes up and 26 down at stage 16; 163 genes up and 97 down at stage 17).

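Between WT16 and Ho16, limma called 1 gene, CG4306, higher in Ho16, and between WT17 and Ho17 it called 1 gene, *Ser6*, higher in Ho17. At an unadjusted p under 0.05, 330 genes were higher and 436 lower in Ho16, and 473 higher and 471 lower in Ho17. With the gene length trend removed these were 445 and 325, and 646 and 503. Without Ho16c they were 1075 and 1307, and 751 and 808. Without Ho17a they were 287 and 378, and 306 and 401. The exact test, the alternative that moved the counts of called genes most, called 210 genes up and 31 down in Ho16, and 179 up and 123 down in Ho17. Of the 210 genes called up in Ho16, 97 had all Ho16 libraries above both WT16 libraries, and of the 31 called down 30 had all below. In 124 of the 210 genes Ho16c lay farthest from WT16, in 75 Ho16a and in 11 Ho16b. Without Ho16c the exact test called 107 genes, of which 83 were among the 241 called with all libraries. Without Ho16a and without Ho16b it called 198 and 303. At stage 17, 129 of 179 genes up and 115 of 123 down had no overlap between groups, and without Ho17a, Ho17b or Ho17c the exact test called 180, 268 or 297 genes. In limma, leaving out 1 Ho library gave between 1 and 8 genes at stage 16 and between 0 and 8 at stage 17, with 8 in both cases without Ho16c.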

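Among the genes called by limma between WT16 and either mutant genotype, the union held 1 gene, CG4306. Its value was 1.43 ± 0.062 (SD, n = 2) in WT16, 7.55 ± 0.37 (SD, n = 2) in He16 and 8.15 ± 0.35 (SD, n = 3) in Ho16. The log2 fold change was 6.72 in Ho16 (standard error 0.50, adjusted p = 8.9e-05 from limma) and 6.12 in He16 (adjusted p = 7.7e-04 from limma). Since both WT16 libraries had at most 3 reads of CG4306, these are at least 251-fold and at least 181-fold higher against the floor. The exact test placed 278 genes in the union, and an adjusted p of 0.05 in limma placed 11.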

The transcriptome comparison of the three genotypes at stage 16 generated a list of 249 genes that were significantly misregulated in Ho16 or He16 *sall* mutants in comparison to WT16 (Figure 2B and Additional file 4: Table S4). Out of those, we discarded 161 genes with profiles not consistent among all genotype comparisons. For instance, genes that did not show significant differences between WT16 and Ho16, nor between He16 and Ho16, but showed significant differences between WT16 and He16 were removed from the analysis. 

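The paper's classes were applied to the calls at stage 16 as Table S4 lists them, with dose-independent genes changed in Ho16 against both other genotypes and not in He16 against WT16. With limma's calls, 0 genes were dose-independent and 1, CG4306, was dose-dependent. No gene was called between He16 and Ho16, where 306 genes were higher and 443 lower in Ho16 at an unadjusted p under 0.05. Without Ho16c these were 1348 and 1571. With the exact test, which called 73 genes up and 7 down in Ho16 against He16, 58 genes were dose-independent and 43 dose-dependent.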

The 88 remaining genes were classified in two categories: *sall* dose-independent (47 genes) and *sall* dose-dependent (41 genes), (Additional file 4).

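At stage 17, the genes called by limma between WT17 and Ho17 or WT17 and He17 came to 1, *Ser6*. With the exact test they came to 349, and with an adjusted p of 0.05 in limma to 19. Without Ho17a or without Ho17c the count in limma fell to 0, and without Ho16c it rose to 8.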

The transcriptome comparison of the three genotypes at stage 17 generated a list of 307 genes significantly misregulated in Ho17 or He17 *sall* mutants with regard to WT17 (Figure 2C and Additional file 4). As mentioned previously for stage 16, we discarded those genes with profiles not consistent among all genotypes comparisons (92 genes). 

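No gene was called by limma between He17 and Ho17, and 307 genes were higher and 267 lower in Ho17 at an unadjusted p under 0.05. The classes were therefore empty at stage 17, with 0 dose-independent and 0 dose-dependent genes. The exact test called 246 genes up and 81 down in Ho17 against He17 and placed 170 genes in the dose-independent and 70 in the dose-dependent class. In 140 of those 246 genes and 75 of the 81, the Ho17 libraries did not overlap the He17 libraries.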

The remaining 215 genes were classified in two categories: *sall* dose-independent (151 genes) and *sall* dose-dependent (64 genes) (Additional file 4).

We found a dosage effect of Sall on certain genes, consistent with previous results [13]. 

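The transcripts of *armadillo* (*arm*, CG11579), *cadherin-N* (*CadN*, CG7100) and *fasciclin-2* (*Fas2*, CG3665) were compared between He and Ho. At stage 16, *arm* was 13.42 ± 0.028 (SD, n = 2) in He and 13.52 ± 0.48 (SD, n = 3) in Ho, a log2 fold change of 0.11 (standard error 0.33, adjusted p = 0.93 from limma) that turned to -0.17 without Ho16a. *CadN* was 11.57 ± 0.056 in He and 10.48 ± 1.38 in Ho, and fell by 1.09 (standard error 0.61, adjusted p = 0.71 from limma). *Fas2* fell by 0.73 in Ho16 (standard error 0.44, adjusted p = 0.71 from limma). For all 3 genes the Ho16 libraries overlapped the He16 libraries. At stage 17 the log2 fold changes from He to Ho were 0.051 for *arm*, -0.65 for *CadN* and -0.0079 for *Fas2*, each with an adjusted p of 1 in limma. Only *CadN* had all Ho17 libraries below both He17 libraries. The small stage 17 difference of *arm* changed sign without Ho17c, and that of *Fas2* without Ho17a, without Ho17b and without He17c.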

He *sall* mutant embryos have higher transcript levels than Ho for *armadillocadherin-N* and *fasciclin- 2* (Additional file 5: Figure S1A). We also found intermediate transcript values for other genes in He embryos compared to those of Ho and WT (Additional file 5: Figure S1B-C). Among these, at stage 16, we observed genes associated with tissue regeneration (CG2233, [21]), Lifespan/aging (*mtND2*, [22]; *dro5*, [23]), and salt stress (*sala*, [24]). 

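CG2233 fell from 9.33 ± 0.21 (SD, n = 2) in WT16 to 6.85 ± 0.090 (SD, n = 2) in He16 and 3.10 ± 2.20 (SD, n = 3) in Ho16. Its log2 fold change against WT16 was -2.48 in He16 (adjusted p = 1 from limma) and -6.23 in Ho16 (standard error 0.89, adjusted p = 0.0175 from limma). *mt:ND2* (CG34063) rose from 2.56 ± 1.14 in WT16 to 4.86 ± 2.11 in He16 and 6.86 ± 1.42 in Ho16, by 2.30 and 4.29. Its He16 and WT16 libraries overlapped. *sala* (CG4922), the neighbour of *salm*, rose by 1.67 in He16 and by 3.60 in Ho16. The mean of *dro5* (CG10812) in He16, 5.94 ± 0.63, also lay between those of WT16 and Ho16, 1.13 ± 1.65 and 8.90 ± 3.16. The adjusted p-values in Ho16 were 0.215 for *mt:ND2*, 0.265 for *sala* and 0.0576 for *dro5*, and all were 1 in He16. In the exact test, the adjusted p-values between WT16 and He16 ranged from 2.8e-17 for *dro5* to 0.0020 for *sala*, and those in Ho16 from 2.4e-85 for *dro5* to 1.6e-11 for CG2233.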

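At stage 17, *IM10* (CG18279) was 5.91 ± 1.91 (SD, n = 2) in WT, 7.58 ± 2.38 (SD, n = 2) in He and 9.90 ± 1.34 (SD, n = 3) in Ho. Its log2 fold change against WT17 was 1.67 in He17 and 3.99 in Ho17 (standard error 1.00, adjusted p = 0.173 from limma). The difference in He17 rested on library ab, since without it the log2 fold change was -0.0089. CG6283 was 3.11 ± 0.035 in WT17, 5.47 ± 1.06 in He17 and 7.62 ± 2.13 in Ho17, and rose by 2.36 and by 4.50 (standard error 1.17, adjusted p = 0.193 from limma for Ho17). Both genes had an adjusted p of 1 in He17 in limma. In the exact test these were 0.0050 for *IM10* and 0.0024 for CG6283 in He17, and 1.8e-12 and 2.9e-19 in Ho17.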

At stage 17, some of the genes showing a dosage effect are associated with neurodegeneration and salt stress (*IM10,*[24,25]), or starvation (CG6283, [26,27]). Interestingly, in humans the Duane-Radial Ray Syndrome is caused by the deletion of one copy of *SALL4*, suggesting that also in humans two copies of a *SALL* gene are necessary to keep the correct levels of its downstream targets [28]. Furthermore, it is reported the dosage-dependent regulation of the target gene *knirps* by Sall in the *Drosophila* wing imaginal disc [29].

### Analysis of the transition between embryonic stages 16 and 17

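A test of the difference between the transitions of WT and Ho, the interaction of genotype and stage in limma, called 0 genes. At an unadjusted p under 0.05 the log2 change from stage 16 to 17 was more positive in Ho than in WT for 275 genes and more negative for 210. Without Ho16c these were 796 and 734. Without Ho17a they were 185 and 188, the only fit without 1 Ho library in which more genes were more negative. For He against WT the same test called 0 genes, with 24 and 37 at an unadjusted p under 0.05. Across the 11584 genes, the log2 fold changes of WT and Ho had a Pearson r of 0.845 and a Spearman rho of 0.716. Genes are not independent replicates, so these describe the genes of this study alone. At an adjusted p of 0.05 the Ho interaction held 1 gene, *Ser6*.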

During the transition from early stage 16 to early stage 17, the number of genes that change expression differed between WT and Ho *sall* mutant embryos (Figure 3). In WT embryos, this transition comprised the upregulation of 1687 genes and downregulation of 312 genes (Figure 3A). 

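Between WT16 and WT17, limma called 321 genes up and 69 down, and 197 and 90 in a fit of the WT libraries alone. The exact test, which moved these numbers most, called 1749 up and 326 down, and in 1731 and 323 of them the WT17 libraries did not overlap the WT16 libraries. With a pseudocount of 0.1 on the normalized reads, limma called 124 genes in all. Without Ho16c, which widens the spread shared by all comparisons, it called 765, and over all fits without 1 Ho library at least 278. The largest rises among called genes without overlap were those of *Cpr65Ax1* (CG34270), by 11.71 (standard error 1.23, adjusted p = 5.8e-05 from limma), *Cpr65Ax2* (CG18777), by 11.65, and *TwdlB* (CG6478), by 11.23. *Cpr65Ax1* and *Cpr65Ax2* are near-identical copies whose reads cannot be assigned with certainty. The largest falls were those of CG7173, by 9.49 (standard error 1.42, adjusted p = 6.4e-04 from limma), and CG15370, by 9.19, and CG6026 fell by 9.16.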

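From He16 to He17, limma called 288 genes up and 58 down, and the exact test called 1510 up and 403 down. Of the 390 genes called by limma in the WT transition, 294 were also called in He, and all 390 had the same direction there. The log2 fold changes of the WT and He transitions had a Pearson r of 0.911 and a Spearman rho of 0.796 across genes. With only the libraries of the conditions compared in the fit, limma called 521 genes in the He transition. Without Ho16c it called 670.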

A similar change was detected in He *sall* mutant embryos (data not shown). However, Ho embryos showed less upregulated genes and more downregulated genes compared to WT (781 genes upregulated and 416 genes downregulated; Figure 3A). Despite these differences, Ho *sall* mutant embryos are able to pass to stage 17 (tubular intestine, Figure1A), and die shortly after. Therefore, the genes necessary for the transition from stages 16 to 17 are likely included in the 872 genes that change during the transition in the three genotypes (664 upregulated and 208 downregulated; Figure 3B).

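From Ho16 to Ho17, limma called 801 genes up and 121 down, and the exact test called 860 up and 450 down. In 842 of those 860 genes and 374 of the 450 the groups did not overlap, which chance gives for 10% of unselected genes when 3 libraries are compared with 3. These genes were selected on the same libraries, so their shares are no independent evidence. At the unadjusted threshold of 0.05 there were 2772 genes up and 1672 down. The count in limma depended on which libraries were used. It was 193 in a fit of the Ho libraries alone (191 up and 2 down), 483 with a pseudocount of 0.1, 478 without Ho17b and 1533 without Ho16c. Of the 922 genes, 892 were also called without Ho16c and 469 without Ho17b. The exact test also depended on the libraries, with 398 genes up and 385 down without Ho16b. Without any other single Ho library it called between 779 and 974 up and between 336 and 431 down. The largest rises were those of CG13545, at least 857-fold, CG9759, at least 986-fold, and CG30457, with a log2 fold change of 12.53 (standard error 1.14, adjusted p = 8.0e-06 from limma). The first 2 of these were listed at 0 reads in all Ho16 libraries. CG10591 fell by 8.37, CG7173 by 7.55 and CG9184 by 7.28.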

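In limma, 286 genes were called with the same direction in the transitions of WT, He and Ho, with 238 up and 48 down. The exact test gave 931 genes, with 717 up and 214 down. Without Ho16c limma gave 542, and without Ho17c 193. Of the 390 genes called in WT, 371 were also called in Ho, and of the 346 called in He, 328 were. In Ho alone, 509 further genes were called by limma, and 255 by the exact test. Because Ho embryos pass to stage 17 in spite of the differences, the paper proposes that the genes needed for the transition are among those that change in all 3 genotypes.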

**Figure 3:**
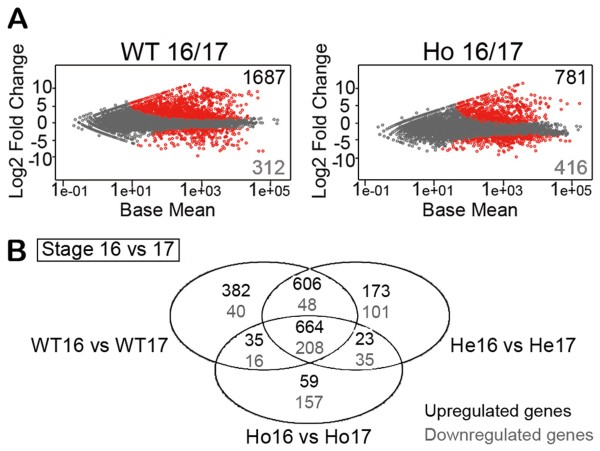
**Differential expression analysis during the transition from embryonic stage 16 to 17.** (**A**) Analysis of the transcriptome of WT and Ho *sall* mutant embryos during the transition from stage 16 to 17. Scatter plot of log2 fold gene expression changes from the first to the second condition *versus* the mean counts for each compared pair. Unique counts normalized by the effective library size were used. Each point corresponds to a gene. Genes without significant change in their expression levels appear along the zero value of the y-axis (grey), and those whose transcription exceeds the threshold defined as statistically significant (p < 0.001, differentially expressed at 0.1% False Discovery Rate) are shown in red, above the y-axis zero value (genes upregulated at the transition from stage 16 to 17, number in black) or below (genes downregulated at this stage transition, number in grey). (**B**) Venn diagrams of differential expression overlap during the transition 16 to 17 of all genotypes analyzed. Genotypes analyzed: WT16 *vs* WT17, He16 *vs* He17, and Ho16 *vs* Ho17. Numbers indicate upregulated and downregulated genes for each comparison (top and bottom numbers, respectively) at stage 17 with respect to 16.

### modENCODE comparison with differential expression results

We compared our data with transcriptome data published by the modENCODE project [17]. We found good correlation (Pearson product–moment correlation coefficient) between our mRNA-Seq data and that of modENCODE, comparing our WT16 data with E12-14hs data (r = 0.79776, Figure 4A) and our WT17 data with E18-20hs (r = 0.81202, Figure 4B). 1175 genes are shared among the upregulated (64.35%) and 412 genes among the downregulated (39.16%) in both datasets.

**Figure 4:**
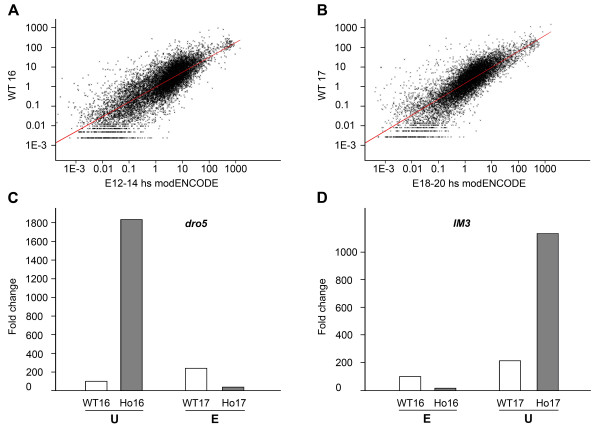
**Validation of data from mRNA-Seq.** (**A**, **B**) Graphical representation of the correlation between modENCODE expression data of E12-14hs embryos and the mRNA-Seq expression data for WT16 (**A**) and E18-20hs embryos with the mRNA-Seq expression data for WT17 (**B**). Correlation coefficients are 0.79776 and 0.81202, respectively. (**C**, **D**) Graphical representation of the expression of *dro5* (**C**) and *IM3* (**D**) obtained by Q-PCR in the indicated genotypes. Ho: homozygous *sall* mutant embryos. U (upregulated) and E (equal) refer to the expression analysis by mRNA-Seq of these genes at the indicated genotypes’ comparisons.

### Validation of differential expression results

In order to validate our results, we performed Q-PCR for selected genes that presented different number of reads per genotype and stage (Additional file 6: Figure S2). We chose two genes belonging to the Immune response group that showed different profiles in the mutant. 

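In Ho16, *dro5* rose by 7.77 on the log2 scale from WT16 (standard error 1.39), the largest rise among the genes named in the text at this stage, and the 3 Ho16 libraries lay above both WT16 libraries. At stage 17 its value was 0.60 ± 0.90 (SD, n = 2) in WT and 3.27 ± 0.74 (SD, n = 3) in Ho, a log2 fold change of 2.68 (adjusted p = 0.674 from limma, 0.0279 in the exact test). Both WT17 libraries had at most 3 reads, so that it was at least 7.92-fold higher in Ho17. The Q-PCR reference gene *RpL32* (CG7939) changed by 0.49 at stage 16 and by 0.085 at stage 17, and its groups overlapped. The *RpL32* change at stage 16 was -0.30 without Ho16a.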

According to our sequencing results, *dro5* was highly upregulated in Ho16, but not in Ho17. These differences were confirmed by Q-PCR (Figure 4C). Conversely, according to our mRNA-Seq results, *IM3* did not show significantly different expression levels between Ho16 and WT16, but was highly upregulated in the mutants at stage 17. 

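*IM3* (CG16844) had 0 reads in all 3 Ho16 libraries. In WT16 it was listed at 0 reads in 1 library, its mean value was 1.46 ± 2.12 (SD, n = 2), and the groups overlapped (adjusted p = 0.82 from limma). The 0 reads in Ho16 allow up to 0.633 CPM in Ho16a. At stage 17, *IM3* rose from 6.03 ± 0.12 (SD, n = 2) in WT to 9.23 ± 1.37 (SD, n = 3) in Ho, by 3.21 (standard error 1.18, adjusted p = 0.46 from limma). Every Ho17 library lay above both WT17 libraries, and the exact test gave an adjusted p of 6.1e-09.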

The same results were obtained by Q-PCR (Figure 4D). Interestingly, we noted that *IM3* and *dro5* genes show Sall binding sites in their promoters, and that those sites are conserved among several *Drosophila* species (Additional file 7: Figure S3).

### Identification of genes potentially involved in neurodegeneration

The transcriptome comparison of WT and homozygous *sall* mutant embryos generated a list of 620 genes significantly misregulated at stages 16 and/or 17, including those that changed during the transition 16 to 17 exclusively in the homozygous embryos (Additional file 8: Table S5). 

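With the same rule applied to limma's calls, 510 genes were misregulated in Ho, 509 of them through the transition in Ho alone. These 509 can reflect the larger number of Ho libraries, and the interaction test of Ho against WT called 0 genes. The exact test gave 685 genes. Of the 620 genes of Table S5, 618 were matched to the deposited table. The exact test called 617 of these in at least 1 of the 3 comparisons, and limma 135, of which 2 were called between genotypes. In Ho16, the tested genes that Table S5 lists as upregulated had a median log2 fold change of 1.78, or 1.84 with 21 genes at the floor set to their lower bound. Of 184 tested, 91 had an unadjusted p under 0.05 and in 90 the Ho16 libraries all lay above WT16. The 15 listed as downregulated had a median of -3.85, and 14 did not overlap. In Ho17, the median was 2.93 for 160 upregulated genes, of which 114 did not overlap, and -2.55 for 98 downregulated genes, of which 92 did not overlap. The list was chosen on these libraries, so these shares are not independent evidence. For the transition in Ho, the median was 4.28 for 81 upregulated genes, or 4.10 with 38 at their bound, and -2.18 for 171 downregulated genes.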

The Additional file 9 shows the complete list of Gene Ontology (GO) categories enriched among these 620 genes, after a non-biased analysis with VLAD online tool ( http://proto.informatics.jax.org/prototypes/vlad-1.0.3). This analysis revealed an enrichment of genes involved in the oxidation-reduction process in the WT16 vs Ho16 comparison, as well as an enrichment of serine-type endopeptidases in the WT17 vs Ho17 and the Ho16 vs Ho17 comparisons. Next, we performed a biased GO analysis of these 620 genes, using functional categories selected after an extensive literature search (Additional file 10: Tables S6, S8 and S10). Through our bibliographic search we were able to identify the involvement of some of these genes in neurodegeneration or neuroprotection, either in *Drosophila* or in other organisms (72 genes highlighted in red in Additional file 8). Our hypothesis assumes that changes in transcript levels in Ho16 in comparison to WT16 (Figure 2B) might reveal genes contributing directly or indirectly to the neurodegenerative phenotype as well, as other genes with several other functions not relevant for this study.

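The genes of each group in Table S6 were followed in the deposited values, and overrepresentation was not tested here. Of 220 genes in all groups, 216 were tested, 188 were higher and 28 lower in Ho16, and 218 were called by the exact test. The 34 Redox genes had a median log2 fold change of 1.96, with 27 higher and 7 lower, 21 without overlap between WT16 and Ho16, and 20 with an unadjusted p under 0.05. Of 38 tested Neuronal genes, 28 were higher and 10 lower, with a median of 1.56. Salt stress, with 28 of 29 genes higher, had a median of 1.58, and Tissue regeneration, with 24 of 29 higher, a median of 1.55. Lifespan/Aging had 24 of 26 genes higher and a median of 2.24, and Neurodegeneration/Neuroprotection 21 of 25 and a median of 1.93. Mitochondrial diseases had 7 genes higher and 1 lower, with a median of 1.89. Of 55 tested genes of unknown function, 52 were higher and 29 had an unadjusted p under 0.05. Over all groups limma called 1 gene, CG4306, at an adjusted p under 0.001 and 10 genes at 0.05.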

Classification of all the genes misregulated in Ho16 with respect to WT16 in Functional Groups revealed that 8% belong to the Neuronal group, 7% to the Redox group, followed by Salt stress (6%), Tissue regeneration (6%), Lifespan/Aging (6%), and the Neurodegeneration/Neuroprotection groups (5%), (Figure 5A and Additional file 10: Table S6), and by other groups with less than 5% representation. Gene Ontology (GO) analysis of these genes showed that the groups associated with Neurodegeneration/Neuroprotection, Redox, Lifespan/Aging and Mitochondrial diseases were significantly represented (p < 0.01) among Ho16 misregulated genes, with respect to their representation in the whole *Drosophila* genome (Figure 5A, highlighted in red). Neuronal and Starvation groups were also significantly represented (p < 0.05; Figure 5A, highlighted in green). Interestingly, 27% of genes misregulated in Ho16 embryos with respect to WT16 have no biological function experimentally assigned or suggested yet, and could be considered as new genes potentially associated to neurodegeneration.

**Figure 5:**
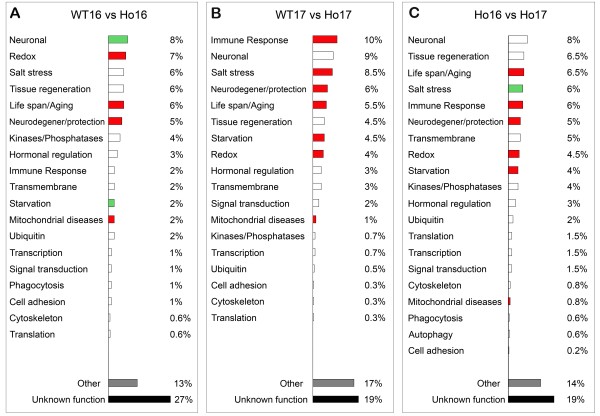
**Classification of genes misregulated in homozygous *sall *mutant embryos in Functional Categories.** (**A**-**C**) Graphic representation of the main functional groups enriched in misregulated genes in homozygous *sall* mutants (Ho), expressed as percentage of genes in each group. In red are marked the groups significantly overrepresented with respect to the total *Drosophila* genome with p < 0.01 and in green with p < 0.05. (**A**) Classification of the genes misregulated in Ho16 compared with WT16. (**B**) Classification of the genes misregulated in Ho17 compared to WT17. (**C**) Classification of the genes misregulated in Ho embryos at the transition from stage 16 to 17.

Classification of genes that change transcript levels in Ho16 when compared to He16 in Functional Groups revealed that 8% belong to the Salt stress group, 7.5% to the Neuronal group, followed by Tissue regeneration (6%), Mitochondrial diseases (6%), Lifespan/Aging (6%), and Redox (5%), and by other groups with less than 5% representation (Additional file 10: Table S7 and Additional file 11: Figure S4A). 

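All 71 genes of Table S7 were tested, 63 were higher and 8 lower in Ho16 than in He16, and the median log2 fold change was 1.68. Limma called 0 of them, 31 had an unadjusted p under 0.05, and in 29 the Ho16 and He16 libraries did not overlap. The exact test called all 71. By group, 11 of 12 Salt stress genes, 8 of 12 Neuronal genes, all 9 Tissue regeneration genes, all 10 Lifespan/Aging genes and 7 of 10 Mitochondrial diseases genes were higher in Ho16. Redox held 8 genes, 5 higher and 3 lower in Ho16, with a median of 1.68, of which 7 had an unadjusted p under 0.05.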

GO analysis of these genes showed that the Redox group was significantly represented (p < 0.01) among Ho16 misregulated genes, with respect to their representation in the whole *Drosophila* genome (Additional file 11: Figure S4A, highlighted in red). Neuronal, Mitochondrial diseases, Neurodegeneration/Neuroprotection, Hormonal regulation and Starvation groups were also significantly represented (p < 0.05; Additional file 11: Figure S4A, highlighted in green). These results are coincident with those showed in the WT16 vs Ho16 comparative (Figure 5A).

### Identification of genes potentially involved in neuroprotection

Our hypothesis also assumes that among the genes with significantly altered transcript levels in Ho17 in comparison to WT17 (Figure 2C) might be those with neuroprotective function.

Classification of all these genes in Functional Groups showed that 10% of them belong to the Immune response group, 9% to the Neuronal group, followed by Salt stress (8.5%), Neurodegeneration/Neuroprotection (6%), Lifespan/Aging (5.5%), and other functional groups (each representing less than 5% of the misregulated genes), (Figure 5B and Additional file 10: Table S8). 

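In Table S8, 264 of 266 genes were matched and 263 tested, with 163 higher and 100 lower in Ho17 than in WT17. The 60 Immune response genes had a median log2 fold change of 3.12, with 51 higher and 9 lower. In 55 of them the groups did not overlap, and 56 had an unadjusted p under 0.05. The 51 Salt stress genes had a median of 2.88, with 37 higher and 44 without overlap. Neuronal genes went both ways, with 27 higher and 24 lower. The 34 Neurodegeneration/Neuroprotection genes had 18 higher and 16 lower, and Lifespan/Aging had 19 higher and 14 lower. Of 27 Starvation genes 19 were higher, with a median of 2.60, and of 9 Mitochondrial diseases genes 8 were higher, with a median of 2.51. Redox genes were mostly lower, 15 of 23, with a median of -1.997. Of 49 tested genes of unknown function, 36 were higher. The exact test called all 264 matched genes, and limma called 1, *Ser6*, with 16 at an adjusted p of 0.05.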

GO analysis of these genes showed that Immune response, Salt stress, Neurodegeneration/Neuroprotection, Lifespan/Aging, Starvation, Redox and Mitochondrial diseases groups were significantly overrepresented (p < 0.01) among Ho17 misregulated genes, with respect to their representation in the whole *Drosophila* genome (Figure 5B, highlighted in red). The Neuronal group was also significantly overrepresented (p < 0.05; Figure 5B, highlighted in green). Interestingly, 19% of genes misregulated in Ho17 with respect to WT17 have no biological function experimentally assigned or suggested yet, and could be potentially associated to neuroprotection.

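Of 308 genes in Table S9, 306 were tested, and 232 were higher and 74 lower in Ho17 than in He17, with a median log2 fold change of 2.02. The 68 Immune response genes had 64 higher, a median of 2.42 and 44 without overlap between He17 and Ho17. Of 64 tested Salt stress genes, 56 were higher and 35 did not overlap, with a median of 2.28. Mitochondrial diseases had 43 of 50 genes higher and a median of 2.16. All 308 genes were called by the exact test. Limma called none at an adjusted p under 0.001 or 0.05, and 196 had an unadjusted p under 0.05.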

We also compared gene transcript levels in Ho17 with respect to He17 (Additional file 10: Table S9 and Additional file 11: Figure S4B). Classification of these genes in Functional Groups revealed that 10% belong to Salt stress and 10% to Immune response, followed by Mitochondrial diseases (7%), Neuronal (6%) and Lifespan/Aging (5%), and by other groups with less than 5% representation. GO analysis of these genes showed that Salt stress, Immune response, Mitochondrial diseases, Neurodegeneration/Neuroprotection and Starvation groups were significantly represented (p < 0.01) among Ho17 misregulated genes, with respect to their representation in the whole *Drosophila* genome (Additional file 11: Figure S4B, highlighted in red). These results are coincident with those showed in Figure 5B. The homozygous embryos show overrepresentation of genes belonging to the same groups than the comparison between WT17 vs Ho17, supporting the concept that heterozygous embryos are more closely related to WT than to homozygotes.

Finally, our hypothesis assumes that genes with neuroprotective function might also be found among the genes with significantly altered transcript levels at the transition from stage 16 to 17 only in homozygous *sall* mutant embryos but not in WT or heterozygous (Figure 3B). Classification of all these genes in Functional Groups showed that 8% belong to the Neuronal group, 6.5% to Tissue regeneration, 6.5% to Lifespan/Aging, 6% to Salt stress, 6% to Immune response, 5% to Neurodegeneration/Neuroprotection and 5% to Transmembrane groups, followed by other groups with less than 5% representation (Figure 5C and Additional file 10: Table S10). 

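In Table S10, 271 of 274 genes were tested, with 81 higher and 190 lower in Ho17 than in Ho16. Limma called 41 of them at an adjusted p under 0.001 and 215 at 0.05, and the exact test called 273. The groups of replicates did not overlap in 214. By group, 11 of 50 tested Neuronal genes were higher and 39 lower, with a median log2 fold change of -1.75. In Tissue regeneration 34 of 41 were lower, in Lifespan/Aging 30 of 41, and in Transmembrane 23 of 28. Salt stress had 20 genes higher and 17 lower. Immune response had 26 of 35 genes higher, 7 of them called by limma, and a median of 4.31. Of the 50 tested genes of unknown function 41 were lower.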

GO analysis of these genes showed that the groups associated with Lifespan/Aging, Immune response, Neurodegeneration/Neuroprotection, Redox, Starvation and Mitochondrial diseases were significantly overrepresented (p < 0.01) with respect to their incidence in the whole *Drosophila* genome (Figure 5C, highlighted in red). The Salt stress group was also significantly overrepresented (p < 0.05; Figure 5C, highlighted in green). 

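Among the same genes of Table S10, the direction was counted within each of 5 groups. In Neurodegeneration/Neuroprotection 25 genes were lower and 7 higher in Ho17, with a median log2 fold change of -1.68, and limma called 3 of the 32. In Redox 27 genes were lower and 3 higher, with a median of -2.19. Starvation had 15 genes higher and 7 lower, and a median of 4.01. Mitochondrial diseases had 3 genes higher and 2 lower, and a median of 4.03. In Immune response, 15 of the 35 genes had at most 3 reads in every library of 1 stage, and in Starvation 10 of 22. With these genes at their lower bounds the medians of the 2 groups were 3.98 and 3.38.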

The Neurodegeneration/Neuroprotection and Redox groups were significantly overrepresented among downregulated genes (p = 2.15 × 10^-09^ and p = 1.29 × 10^-04^, respectively), while the groups for Immune response, Starvation and Mitochondrial diseases were significantly overrepresented among upregulated genes (p = 8.77 × 10^-12^, p = 2.75 × 10^-12^ and p = 1.36 × 10^-05^, respectively). Finally, 19% of genes misregulated in homozygous embryos at the transition between stages 16 and 17 have no biological function experimentally assigned or suggested yet, and could be considered as new genes potentially associated to neuroprotection.

When we analyzed the transcriptional changes in the 16 to 17 transition in WT embryos, we saw that only the Immune response, Starvation, Tissue regeneration and Mitochondrial diseases groups are overrepresented with respect to the whole genome (Additional file 10: Table S11 and Additional file 11: Figure S4C). However, this overrepresentation is in a lower proportion than in Ho16 vs Ho17 comparison, which is in agreement with our hypothesis that the transcriptional changes that we see in the 16 to 17 transition in homozygous embryos are specifically developed by the homozygous mutant embryos to try to compensate their neurodegeneration at stage 16.

## Discussion

### Analysis of the transition between embryonic stages 16 and 17

Several waves of coordinated down- or upregulation in the expression of large gene clusters have been detected throughout the life cycle of *Drosophila* using microarrays technology [15,16,30]. A major transcriptional shift occurs between 11 and 18 hours of embryonic development [16], which partially overlaps with the time interval studied here. Our study confirms that the *Drosophila* transcriptome changes quickly at the transition between stage 16 and 17 of embryonic development, within less than 4–5 hours, and shows that a major shift occurs also in *sall* heterozygous and homozygous mutants, although there are clear differences in the transcriptome of each genotype. The 872 genes that we found to change transcript levels from stage 16 to 17 in all three genotypes studied here, most probably include all or most of the genes that are truly necessary for this developmental transition.

### Analysis of the *sall* mutant transcriptome

The transcriptome of homozygous *sall* mutant embryos was clearly different from those of heterozygous and WT embryos at both stages. 

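Among the genes called by the exact test, 87.1% were upregulated in Ho16 and 59.3% in Ho17. At an unadjusted p under 0.05, the exact test had 1655 genes higher and 443 lower in Ho16, and 819 and 1096 in Ho17, whereas limma had 330 and 436 in Ho16, and 473 and 471 in Ho17. The balance in limma moved with the setting, to 445 higher and 325 lower in Ho16 and 646 and 503 in Ho17 with the gene length trend removed, and to 240 and 625 in Ho16 without Ho16a. In Ho16c, the median difference from WT16 over the 210 genes called up was 3.14, against 2.25 in Ho16a and 0.78 in Ho16b.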

Most of the genes misregulated in homozygous mutants were upregulated at both stages, in agreement with studies showing that Sall proteins act as transcriptional repressors in *Drosophila* and vertebrates [31-33]. The finding that the majority of misregulated genes in embryos with a neurodegenerative phenotype was upregulated adheres to a general trend established by genomic studies of neurodegenerative processes in *Drosophila* CNS tissue, for example, in *parkin* mutants [34] and in flies with neurodegeneration caused by transgenic expression of *alpha-synuclein* or mutated *tau*[25]. The opposite relationship was found in flies with retinal degeneration caused by poly-glutamine expression [35].

### Identification of genes potentially involved in neurodegeneration

In a previous study we described in detail the phenotype of *sall* mutant embryos, which includes several landmarks of degeneration, such as fragility of the nervous tissue, deficient axonal cytoskeleton, loss of cell adhesion, enlarged extracellular space, vacuolization and abundant membrane “whorls” and autophagosomes [13]. Other embryonic phenotypes have been described, including malformation of the tracheal [12] or the peripheral nervous system [14]. Even if some aspects of the phenotype could be attributed to reasons different than neurodegeneration, the prominent phenotype shown in the CNS prompted us to assume that genes significantly up or down-regulated at stages 16 and/or 17, and during the transition 16 to 17 specifically in the homozygous *sall* mutant embryos might include many of the genes associated with the neurodegenerative phenotype and its reversal.

Classification of all the genes whose transcription was misregulated in Ho16 with respect to WT16 in Functional Groups, revealed that only 5% of them have been previously associated to neurodegeneration. The overrepresentation of the Neurodegeneration and the Redox groups among Ho16 misregulated genes (p = 1.28 × 10^-07^ and p = 7.59 × 10^-07^, respectively) is in accordance with previous works about neurodegeneration. The misregulated genes belonging to the Redox group include *sugarless* (*sgl),* associated with the Wingless pathway and to resistance to oxidative damage [36,37]*; l(2)01289*, which protects from beta-amyloid toxicity [38]; nine genes codifying for cytochromes (*mt: Cyt-b, mt: CoI-III, Cyp4g1, Cyp4p2, Cyp6a23, Cyp12c1, Cyp304a1*) and six genes codifying for NADH-ubiquinone oxidoreductase chains (*mt:ND1-ND6*). 

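The 29 genes listed here are those named in the text as changed in Ho16, with *mt:ATPase6* and *mt:ATPase8*, which the text does not name. Limma called 1 of them, CG4306, at an adjusted p under 0.001 over all genes tested. Of the 29, 18 had an unadjusted p under 0.05, and in 21 the Ho16 and WT16 libraries did not overlap. Adjusted over the list alone, 6 had an adjusted p under 0.001 and 15 under 0.05. The study chose most of this list on the same libraries, so it is not independent evidence. *sgl* (CG10072) fell from 11.83 ± 0.077 (SD, n = 2) to 9.62 ± 0.36 (SD, n = 3), by 2.21 (standard error 0.33, adjusted p = 0.0234 from limma). CG9432 fell by 3.69 (adjusted p = 0.0920 from limma), *Cyp12c1* (CG4120) by 3.89 (adjusted p = 0.0165), *Cyp4g1* (CG3972) by 6.20 (adjusted p = 0.147) and *Cyp4p2* (CG1944) by 3.95 (adjusted p = 0.249). *Cyp6a23* (CG10242) rose by 1.67 and *Cyp304a1* (CG7241) by 1.94. All 13 mitochondrially encoded genes were higher in Ho16, with log2 fold changes from 1.97 for *mt:ND4L* (CG34086) to 4.29 and a median of 3.34. A set test with a preset correlation of 0.01 between genes (limma's camera, 2-sided) gave p = 7.2e-13. With the correlation estimated from the data p was 0.0415, and fry gave 0.0380. Leaving out Ho16c moved the median to 2.22, the largest shift among the settings tried, with p = 0.225 under the estimated correlation and 0.120 in fry. The p-values of these 2 tests were also above 0.05 without Ho16a (0.0657 and 0.0788), without WT16ab (0.0881 and 0.123) and without Ho17b (0.0506 and 0.0523), and that of fry without WT16c (0.104) and without He17ab or He17c (0.0517 each). Without Ho16b the median was 4.29, with 0.0321 and 0.0130. *mt:Cyt-b* (CG34090) rose by 3.58, *mt:CoI* (CG34067) by 2.02, *mt:CoII* (CG34069) by 2.17 and *mt:CoIII* (CG34074) by 2.59, each with an adjusted p above 0.70. Within a condition these genes varied with the experiment. From library ab to c, the median of the 13 genes went from 5.19 to 6.22 in WT16, from 5.36 to 10.95 in He16, from 4.47 to 9.78 in WT17 and from 5.56 to 7.10 in He17. From the overrepresentation of Redox and Mitochondrial diseases genes in Ho16, the paper reasons that SALL proteins are important for normal mitochondrial function.

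**Figure D4:**
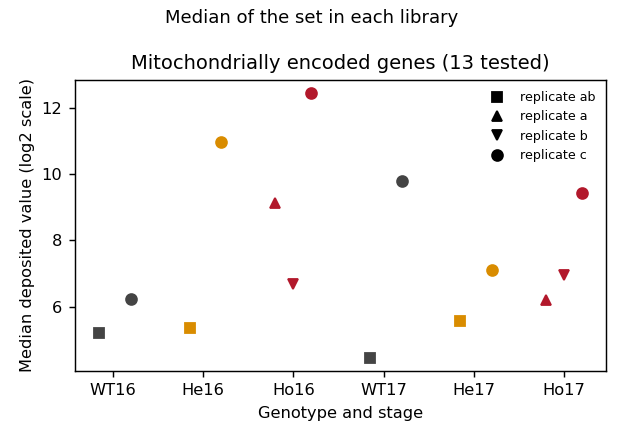
Median deposited value (log2 scale) of the 13 mitochondrially encoded genes in each library, by genotype and stage, with the replicate letter as its shape. Ho16 libraries sit at 9.12, 6.69 and 12.45 for a, b and c, and WT16 libraries at 5.19 and 6.22.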

A predominance of the Redox group was also found in flies with neurodegeneration caused by mutation in *parkin*[34], expression of human beta-amyloid [38] or hyperoxia [39]. 

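*technical knockout* (*tko*, CG7925) was 7.41 ± 0.26 (SD, n = 2) in WT16 and 7.88 ± 1.56 (SD, n = 3) in Ho16, a log2 fold change of 0.46 (standard error 0.66, adjusted p = 0.89 from limma, 0.51 in the exact test). The groups overlapped, and without Ho16a the log2 fold change was -0.41. The difference did not exceed the spread between replicates.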

The Mitochondrial disease group was also strongly represented among Ho16 downregulated genes (p = 5.25 × 10^-03^) and included among others *technical knockout*, a model for mitochondrial disease [40]. As a whole, these results reinforced the abundant data supporting the existence of a strong correlation between redox imbalance and neurodegeneration [41-45] and strongly indicate that SALL proteins are important for normal mitochondrial function. 

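All 21 genes of Table S12 were tested. In Ho16, 19 were higher and 2 lower than in WT16, with a median log2 fold change of 2.02, 11 had an unadjusted p under 0.05 and 13 did not overlap. Limma called none, and the exact test called all 21. In Ho17 the same genes had a median of 0.23, with 13 higher and 8 lower, and the exact test called 3. With 3 and 5 genes at the floor set to their lower bounds, the medians were 2.17 and 0.15. The fly muscle data of the other study were not used here.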

Interestingly, genes encoding mitochondrial proteins represent the major group of genes that are misregulated both, in our model, and in muscle tissue where *salm* expression was silenced [46] (Additional file 12: Table S12).

Gene Ontology analysis of all the genes misregulated in Ho16 with respect to WT16 showed that the groups Neuronal (genes associated with nervous system development and function) and Starvation were also significantly represented (p < 0.005). Some examples are *Ama*, which encodes a protein important for neuronal cell adhesion (ligand of Neurotactin) also misregulated by polyglutamine expression [35]; *Hsp23* and *Hsp26*, that encode heat shock proteins expressed in CNS and other tissues, previously associated with longevity [47], mitochondrial diseases [40] and tissue regeneration [21]; *nicotinic Acetylcholine Receptor α 34E* (*nAcRα-34E*), that is expressed in the CNS of *Drosophila* larva and adult, encodes a protein with nicotinic acetylcholine-activated cation-selective channel activity; and *CG4306*, identified as a *Drosophila* Orb2 target gene, involved in neuronal growth, synapse formation, and protein turnover [48].

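*Ama* (CG2198) rose by 1.52 in Ho16 (standard error 0.89, adjusted p = 0.79 from limma), with overlapping groups. *Hsp23* (CG4463) was 9.56 ± 3.38 (SD, n = 2) in WT16 and 11.88 ± 2.61 (SD, n = 3) in Ho16, and *Hsp26* (CG4183) 9.45 ± 3.72 and 10.27 ± 4.42. Their log2 fold changes, 2.32 and 0.82, were smaller than the spread between replicates. Both changed sign without WT16c, to -0.066 and -1.81, and that of *Hsp26* also without Ho16a, to -0.95. *nAcRα-34E* (CG32975) rose by 1.79 (standard error 0.56, adjusted p = 0.557 from limma), and all Ho16 libraries lay above both WT16 libraries. In the exact test the adjusted p-values were 6.1e-04 for *Ama*, 3.6e-07 for *Hsp23*, 5.1e-04 for *Hsp26*, 5.0e-05 for *nAcRα-34E* and 1.6e-62 for CG4306. Among the 4 genes other than CG4306, only *nAcRα-34E* had an unadjusted p under 0.05 in limma, 0.0071.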

### Identification of genes potentially involved in neuroprotection

The classification in Functional Groups of all the genes misregulated in Ho17 with respect to WT17 and in Ho17 with respect to Ho16, allowed us to identify genes potentially involved in the reversal of neurodegeneration. We found that 5% of these genes have already been associated with Neurodegeneration/Neuroprotection. *Hsp70Bc* is a paradigmatic example, with ample documentation of a neuroprotective function in flies with neurodegenerative phenotypes caused by *parkin* mutations or other reasons (reviewed by [39,49,50]*.* We propose that many of the remaining Ho17 misregulated genes (95%) are probably also relevant for neuroprotection.

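*Hsp70Bc* (CG6489) was 8.23 ± 4.32 (SD, n = 2) in WT17 and 6.83 ± 1.88 (SD, n = 3) in Ho17, a log2 fold change of -1.40 (standard error 2.30, adjusted p = 0.98 from limma). Without WT17ab it was 1.65. Between Ho16 and Ho17 it fell by 1.53 (standard error 2.05, adjusted p = 0.62 from limma), and rose by 0.57 without Ho16a. The groups overlapped in both comparisons. The exact test gave adjusted p-values of 7.9e-05 and 1.3e-07. *Hsp70Bc* is 1 of several near-identical copies, so its reads cannot be assigned with certainty.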

The Immune group was particularly overrepresented among the genes upregulated in Ho17 (p = 6.48 × 10^-21^). Among others, we found upregulation of *Tsf1* and seven IM genes (Immune Induced Molecules: *IM1-4, IM10, IM14, IM23*) and downregulation of *Ect3.* Several of these genes (*IM1, IM4, Tsf1*) are regulated during *Drosophila* tissue regeneration [21]. 

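Of the 38 genes named in the text as changed in Ho17, limma called 0 at an adjusted p under 0.001 over all genes tested, 28 had an unadjusted p under 0.05, and in 31 the Ho17 and WT17 libraries did not overlap. Adjusted over the list alone, 0 were under 0.001 and 25 under 0.05, and the list was chosen on the same libraries. All 38 were called by the exact test. *Tsf1* (CG6186) had 2 and 0 reads in the WT17 libraries and 728, 155 and 13 in Ho17a, Ho17b and Ho17c (adjusted p = 0.43 from limma). The IM genes rose by 2.52 for *IM1* (CG18108), 2.93 for *IM2* (CG18106), 4.24 for *IM4* (CG15231), 4.63 for *IM14* (CG33990) and 5.47 for *IM23* (CG15066). Their adjusted p-values in limma ranged from 0.138 for *IM23* to 0.590 for *IM2*, and in each the 3 Ho17 libraries lay above both WT17 libraries. Over the 8 tested IM genes the median was 3.60, all 8 were higher, and the camera set test with preset correlation gave p = 6.2e-10. The estimated correlation gave p = 0.0316 and fry 0.0222. Without WT17c the median was 2.64, the largest shift, with p-values of 0.0595 and 0.116 in these 2 tests. Without Ho17b it was 3.14, with 0.0626 and 0.0673, and without Ho17a it was 3.28, with 0.0502 and 0.0587. Without Ho17c it was 4.38. A pseudocount of 0.1 gave 0.0734 and 0.0839 in the same 2 tests. Without Ho16c the estimated correlation gave p = 0.0505 and fry 0.0241. Both p-values stayed under 0.05 without Ho16a, Ho16b or Ho17c. Under TMM factors the estimated correlation gave p = 0.0645 and fry 0.0637. *Ect3* (CG3132) fell from 9.38 ± 0.58 (SD, n = 2) to 7.51 ± 0.70 (SD, n = 3), by 1.87 (standard error 0.59, adjusted p = 0.328 from limma). From the upregulation of immune genes during the reversal of the phenotype, the paper reasons that some might have neuroprotective functions.

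**Figure D5:**
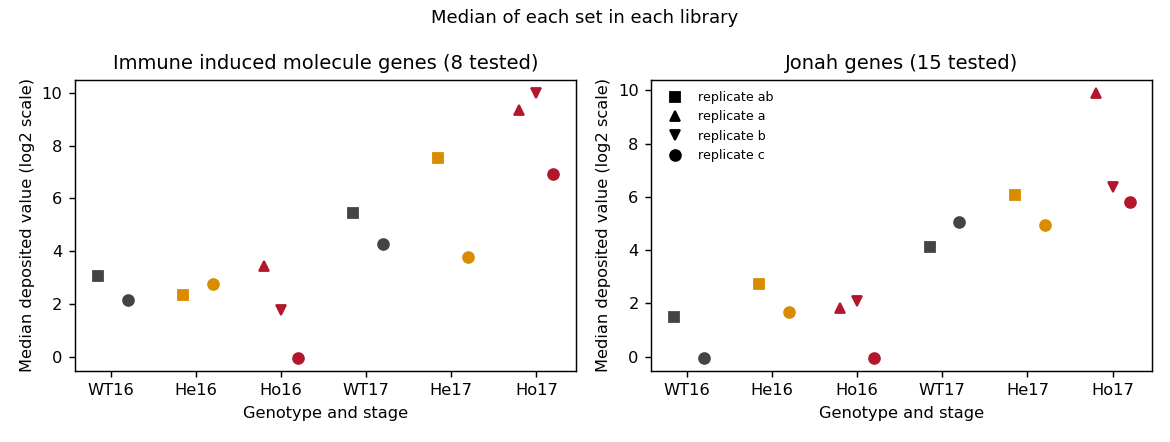
Median deposited value (log2 scale) of the 8 immune induced molecule genes (left) and 15 Jonah genes (right) in each library, by genotype and stage, with the replicate letter as its shape. Ho17 libraries lie at 9.36, 10.00 and 6.94 on the left and at 9.91, 6.38 and 5.80 on the right.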

We noticed that during normal development many of these genes show a sharp, very large peak of expression during metamorphosis [17] a time when the nervous system is radically remodeled. The importance of the Immune response group was previously demonstrated in other genomic studies of *Drosophila* neurodegeneration [25,34,38,39]. *IM4* is the second most upregulated gene in *parkin* mutants [34], *IM10* is upregulated in flies with neurodegeneration caused by mutated human *tau*[25], and *Ect3* is the homolog of *GLB1*, a human gene associated with mental retardation [51]. Other misregulated genes belonging to the Immune response group are several members of the Jonah gene family (*Jon25Bi-iii, Jon44E, Jon65Ai* and *Jon99F*), which encode proteases and have a clear involvement in proteolysis. Two of them (*Jon25Bi* and *Jon25Bii*) are also associated with mitochondrial function [40].

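The 15 tested Jonah genes had a median log2 fold change of 2.64 from WT17 to Ho17, with 13 higher and 2 lower. With 1 gene at the floor set to its lower bound the median was 2.76. The camera test with preset correlation gave p = 2.1e-09, whereas the estimated correlation gave 0.0751 and fry 0.0697. The rise depended on the Ho17 library left out. Without Ho17a the median was 1.48, with 12 higher and 3 lower, and the estimated correlation gave p = 0.123 and fry 0.127. Without Ho17b it was 2.88, with p-values of 0.0739 and 0.0753 in these tests. Without Ho17c it was 3.82, with 14 higher and 1 lower, and the p-values were 0.0279 and 0.0133, both under 0.05. *Jon65Ai* (CG10475) rose by 4.28 (standard error 1.09, adjusted p = 0.177 from limma), *Jon25Bii* (CG8869) by 3.60, *Jon25Biii* (CG8871) by 2.76, *Jon44E* (CG8579) by 2.64 and *Jon25Bi* (CG8867) by 2.19. *Jon99Fi* (CG18030) rose by 4.05 and *Jon99Fii* (CG2229) by 3.84, and these are near-identical copies. *Jon25Biii* alone among these 7 genes had overlapping groups.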

It has been suggested that the upregulation of immune genes in *Drosophila parkin* mutants might be related with inflammation and other immunological reactions seen in the nervous tissue of patients with neurodegenerative diseases. However, a note of caution is warranted. Individual genes can have several functions and those annotated within the immune group in *Drosophila* are not an exception. The kappaB transcription factors encoded by *dorsaldif* and *relish*, for example, besides being regulators of the immune response to pathogens, are also key players in pathways that govern the development of the body axis, as well as the development and differentiation of blood, muscle and neuronal cells [52,53]. We believe that beyond the possible engagement of immune genes in broad stress responses, including those constitutive to neurodegenerative processes, some might have neuroprotective functions as suggested here by their upregulation during the reversal of the phenotype. Future studies should address these possibilities, taking advantage of the abundance of mutants and genetic tools available for this purpose in *Drosophila*.

In addition to the Immune response group, the Neurodegeneration/Neuroprotection group is also highly represented among Ho17 misregulated genes (p = 1.05 × 10^-12^). Besides Hsp70Bc, named above, other examples of this group are *Cyp6a8, CG2065, CG11825, GstE1Prx2540-1* and *Prx2540-2* that are associated to common neurodegenerative diseases, such as Parkinson and Alzheimer [25,34,38,39,54]. 

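*Prx2540-1* (CG12405) rose by 4.59 in Ho17 (standard error 2.74, adjusted p = 0.76 from limma) and *Prx2540-2* (CG11765) by 5.21 (standard error 2.45, adjusted p = 0.618 from limma). They are near-identical copies whose reads cannot be assigned with certainty, and the library of experiment c was the highest in all 6 conditions for both. CG11825 rose by 3.14, with a spread of 3.86 (SD, n = 3) in Ho17 and overlapping groups. *Cyp6a8* (CG10248) rose by 2.51 without overlap (adjusted p = 0.544 from limma). *GstE1* (CG5164) fell from 8.17 ± 0.27 (SD, n = 2) to 5.50 ± 0.30 (SD, n = 3), by 2.67 (standard error 0.48, adjusted p = 0.0603 from limma), and CG2065 fell by 2.84 (adjusted p = 0.237 from limma).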

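CG16727 rose from 1.25 ± 1.83 (SD, n = 2) in WT17 to 4.72 ± 1.59 (SD, n = 3) in Ho17, by 3.47 (standard error 0.90, adjusted p = 0.188 from limma), without overlap. In the exact test its adjusted p was 2.4e-06. For *Prx2540-1* and *Prx2540-2* the exact test gave 7.3e-15 and 4.3e-17, and only the latter had all Ho17 libraries above both WT17 libraries.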

*CG16727Prx2540-1* and *Prx2540*-2 are additionally associated with the Mitochondrial diseases group [40], that is also well represented among Ho17 misregulated genes (p = 0.00165). 

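*LKR* (CG7144) fell from 11.35 ± 1.27 (SD, n = 2) in WT17 to 9.92 ± 0.26 (SD, n = 3) in Ho17, by 1.42 (standard error 0.67, adjusted p = 0.618 from limma, 6.7e-04 in the exact test). All Ho17 libraries lay below both WT17 libraries.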

We found some genes implicated in mental retardation, like *LKR*[51], also implicated in the stress response to starvation (Starvation group). This last group is highly represented as well among Ho17 misregulated genes (p = 8.36 × 10^-15^), by genes like *Osi6CG10814, GRHR, ACC, CG18135, CG10918, CG9757, Prx2540-1* and *Prx25402*[26,55-57]. 

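*Osi6* (CG1151) was 7.41 ± 0.89 (SD, n = 2) in WT17 and 11.30 ± 4.99 (SD, n = 3) in Ho17, and its rise of 3.89 was within the spread between the Ho17 libraries. CG10814 had 1 and 0 reads in the WT17 libraries and 388, 16 and 0 in Ho17a, Ho17b and Ho17c, so the groups overlap. CG18135 rose by 2.60 (standard error 0.55, adjusted p = 0.109 from limma), CG10918 by 4.93 (adjusted p = 0.226) and CG9757 by 2.81 (adjusted p = 0.287), each without overlap. *ACC* (CG11198) fell by 1.64 (standard error 0.41, adjusted p = 0.171 from limma) and *GRHR* (CG11325) by 2.29 (standard error 0.57, adjusted p = 0.171 from limma), also without overlap.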

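In Ho17, *Edg91* (CG7539) rose by 2.35 (standard error 1.21, adjusted p = 0.669 from limma) and *caz* (CG3606) by 2.61 (standard error 1.03, adjusted p = 0.520 from limma). *Cyp6a13* (CG2397) rose by 2.51 and *Nplp4* (CG15361) by 2.62, the latter with overlapping groups. *mthl8* (CG32475) had 0 reads in all 3 Ho17 libraries and 6.28 ± 0.36 (SD, n = 2) in WT17, so that it was at least 107-fold lower (adjusted p = 0.312 from limma, 6.8e-23 in the exact test). Its absence was not confined to Ho17. Libraries He16c, He17c and Ho16c also had 0 reads of *mthl8*, against 229 in He16ab, 272 in He17ab, and 21 and 86 in Ho16a and Ho16b. For *caz* the library of experiment c was the highest in 5 of the 6 conditions.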

*Edg91GstE1* and *caz* are examples of genes misregulated in Ho17, also altered during tissue regeneration [21], while *Cyp6a13, Nplp4, mthl8, Prx2540-1* and *Prx2540*-2 are other examples of Ho17 misregulated genes that have been associated with Lifespan/Aging group (p = 1.96 × 10^-6^; [58-61]).

### A salt-stress response might be activated during the reversal of neurodegeneration

An interesting observation is that a substantial proportion (between 6 and 8.5%) of the genes misregulated in Ho16 and Ho17 or during the transition between both stages was also misregulated in response to osmotic stress caused in WT flies by dietary administration of excessive salt [24]. This proportion is statistically significant with respect to the whole *Drosophila* genome among Ho17 upregulated genes (p = 1 × 10^-8^). 

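Among the Salt stress genes of Table S8, 3 had an adjusted p under 0.05 in limma and 41 an unadjusted p under 0.05, and the exact test called all 51. Of the 51, 9 had at most 3 reads in every library of 1 genotype. At stage 16, 12 of the 29 Salt stress genes of Table S6 had an unadjusted p under 0.05 and in 14 the groups did not overlap.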

The abundant representation of genes upregulated during the response to salt stress [23] in our mutant samples and, in particular, their enrichment in homozygous embryos by stage 17, suggests that a salt-stress response might be activated during the reversal of the neurodegenerative phenotype. This correlation could explain the phenotype observed by electron microscopy in the brain of Ho16 embryos ( [13]; Figure 1), because the extraordinary enlargement of the extracellular space, shrunken neuronal cell bodies and smaller axonal diameter observed at this stage, could represent an osmotic imbalance driving water from the cells. Later on, at stage 17 (neurodegeneration reversal), the upregulation of genes from the salt stress response could be part of the mechanism mediating the disappearance of this phenotype. If this hypothesis is correct, SALL proteins are dispensable for mounting a rapid response to a hyperosmotic condition, despite the fact that *salm* was one of the genes with highest upregulation 4 hours after the response to salt stress was initiated [24]. The correlation between *salm* and osmotic regulation is nevertheless intriguing, as mutations in human and mouse *SALL* genes have been firmly associated with severe pathologies of kidney development and function (reviewed in [10]).

## Conclusions

The main contribution of this work is the identification of a set of genes with abnormally high or low number of transcripts during the reversal of a neurodegenerative phenotype (Figure 6), most of which could be newly associated either to neurodegeneration or neuroprotection. To our knowledge, this is the first study that employs mRNA-Seq to approach this issue, comparing the transcriptome of *Drosophila* embryonic CNS with a temporal resolution of less than 5 hours (stages 16 and 17 of embryonic development).

**Figure 6:**
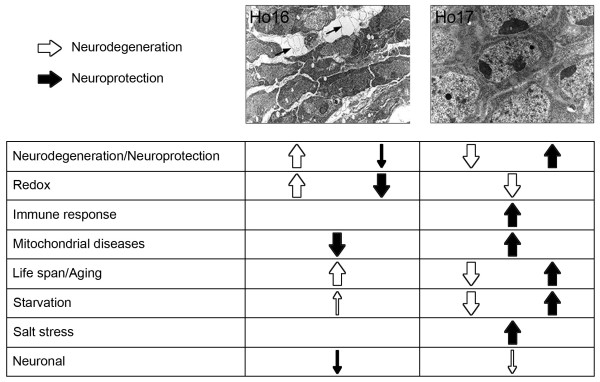
**A transcriptional signature identifies the stages of neurodegeneration or neuroprotection in homozygous *sall *mutant embryos.** (**A**) The groups of genes significantly over- or underrepresented in each stage are indicated with arrows oriented up- or downwards, respectively. Black arrows indicate genes putatively associated with neuroprotection, while white arrows represent those groups putatively associated with neurodegeneration. Big arrows symbolize groups of genes significantly represented with p < 0.001 and small arrows groups significantly represented with p < 0.05. Neurodegeneration of homozygous *sall* mutants at stage 16 coincides with the upregulation of genes associated principally to the groups of Neurodegeneration, Redox, Lifespan/Aging and Starvation, and downregulation of other genes belonging to the Redox group, and genes from Mitochondrial diseases, Neuronal and Neuroprotection groups. The recovery of the neurodegenerative phenotype at stage 17 coincides with the upregulation of genes of the Immune response group, as well as genes from Mitochondrial diseases and Salt stress groups, and some from Lifespan/Aging, Starvation, and Neurodegeneration/Neuroprotection groups. This neurodegeneration reversal stage coincides also with the downregulation of genes belonging to the Redox group, and of other genes belonging to Neurodegeneration, Lifespan/Aging, Starvation and Neuronal groups. The two photos are reprinted from Cantera et al., 2002.

Our analysis included not only the transcriptomic comparison of homozygous *sall* mutant and WT embryos at neurodegeneration and reversal stages, but also with heterozygous *sall* mutants, which do not develop the neurodegenerative phenotype observed in the homozygous. This allowed us to better identified genes that could contribute to neuroprotection.

Interestingly, several of the identified genes at stages corresponding to neurodegeneration and its reversal are not yet functionally annotated and could be experimentally associated to neurodegeneration and/or neuroprotection in future studies. Our analysis also suggests for the first time, an involvement of *Drosophila sall* genes in maintaining or regulating normal mitochondrial function. In addition, our results suggest that a salt-stress response might be activated during the reversal of the neurodegenerative phenotype. This could be a general phenomenon mediating neuroprotection not only in our model of study, but also in other neurodegeneration processes, that should be addressed in further experiments.

Given the strong homology exhibited by *Drosophila* and human genes, our study might help to better understand human neurodegenerative diseases by unveiling novel genes involved in both neurodegeneration and neuroprotection.

## Methods

### Selection of embryos and RNA extraction

*Df(2 L)32FP-5* corresponds to a small deficiency on chromosome 2 that lacks both *salm* and *salr* genes [31]. As *Df(2 L)32FP-5* stock is homozygous lethal in late embryonic stages, this deficiency is maintained as an heterozygote stock with a *CyO*-GFP balancer (*Df(2 L)32FP-5/CyO-GFP*), which also facilitates embryo selection by GFP expression. The mutant stock was back-crossed with the balancer stock until all the chromosomes, except the one carrying the mutation, were substituted before the selection of the embryos.

Embryos were collected at early stage 16 (13–14 hours of egg development at 25°C) and early stage 17 (around 16 hours) based on midgut morphology and GFP expression (Figure 1A). WT embryos were selected from an *Oregon R* fly stock. Homozygous *Df(2 L)32FP-5/Df(2 L)32FP-5* embryos were selected from a *Df(2 L)32FP-5/CyO-GFP* fly stock by the absence of GFP. Heterozygous *Df(2 L)32FP-5/+* embryos were also selected by the absence of GFP from the F1 progeny of *Df(2 L)32FP-5/CyO-GFP* females crossed with *white*- males. Fifty embryos per tube were collected in 20 μl of RNAlater (Ambion) and frozen in liquid nitrogen. Between two and three different pools (50 embryos each) were chosen per genotype and stage to obtain biological replicates for each condition.

Total RNA extracts were obtained from all samples, using the “Cells to cDNA II” kit (Ambion) according to the manufacturer’s instructions, quantified using Nanodrop (Thermo Scientific) and quality assessed by Agilent 2100 Bioanalyzer (Agilent).

### Expression analysis by PCR

Mutant samples were confirmed by PCR analysis of *sall* expression. Selected genes were validated by Q-PCR in independent RNA samples per genotype. RNA samples were first treated with 2 μl of DNaseI for 15 minutes at 37°C followed by enzyme inactivation for 5 minutes at 75°C. Two micrograms of RNA were retrotranscribed with random primers using the *SuperScript III First-Strand Synthesis System* (Invitrogen) at a 100 μl volume per reaction, following manufacturer’s instructions. Specific oligonucleotides for *salmdro5IM3* and *RpL32* were designed using the primer blast tool from NCBI website [62] (Additional file 13: Table S13). *RpL32* was used as a control.

For Q-PCR, EvaGreen master mix (Biotium) and mi-Hot *Taq* mix (Metabion) were used. Reactions were performed in 20 μl reaction volume (20 ng of cDNA, 1x mi-Hot *Taq* mix, 1x Eva Green mix, 0.1 μM of each primer Forward and Reverse) in a CFX-thermocycler (BioRad) as follows: 95°C for 10 min, 40 cycles of 95°C for 15 seconds and 60°C for 1 min, and a final extension of 95°C for 1 min. A melt curve from 60 to 95°C, with 0.5°C temperature increment every 5 seconds, was carried out. All the reactions were run in agarose gels stained with ethidium bromide for validation of amplification specificity. *RpL32* was used as a control.

### RNA sequencing, annotation and differential expression

cDNAs from two or three independent pool-preparations per genotype and developmental stage were sequenced. mRNA-Seq libraries were obtained out of 1 μg of total RNA per pool following the mRNA Sequencing Sample Preparation kit’s instructions (Illumina Inc.). In summary, poly-A containing mRNA molecules were isolated using poly-T oligo-attached magnetic beads; then, a random chemical fragmentation of the mRNA was followed by cDNA synthesis, ligation of Illumina’s sequencing universal adaptors and PCR amplification of ligated fragments. Libraries containing inserts between 80 and 120 bp (libraries sizes ranging from 200 to 250 bp) were quantified by Q-PCR, clustered and amplified on flow-cell lanes and sequenced in a Genome Analyzer II (Illumina Inc.) for 36 or 38 cycles. The sequences were submitted to NCBI Sequence Read Archive (SRA) ( http://trace.ncbi.nlm.nih.gov/Traces/sra/sra.cgi?view=studies) under submission ID: SRA048981.1 and to Gene Expression Omnibus (GEO) database under accession number GSE38664.

Short reads were aligned to the *Drosophila melanogaster* genome version FlyBase r5.22 with Bowtie [63] allowing using default options, but selecting only the best alignment (−−best). Reads were annotated with the R/Bioconductor Genominator package and differential expression measured with the DESeq package [19]. Aligned reads were also normalized by RPKMs [20].

### Gene Ontology and other bioinformatics analysis

Preliminary non-biased gene ontology (GO) analysis was carried out using VLAD online tool [64]. Then, functional groups lists of genes were manually elaborated based on the literature and the following databases: VLAD [64], AMIGO [65], GATHER [66], GOTM [67] and FlyBase [68]. Homozygous *sall* mutant misregulated genes found in our analysis (at stage 16, 17 and at the transition between both stages), were then classified in our “Functional Groups reference lists”. The following functional groups were constructed from specific literature sources: Tissue regeneration [21]; Salt stress (genes overexpressed 4hs after salt treatment, [24]); Mitochondrial diseases [40]; Lifespan/Aging [59,60,69-71]. Genes belonging to functional groups different from selected “Reference Groups” were categorized under the generic term “Other”. Genes with no function experimentally demonstrated or suggested yet, were classified as “Unknown function”. We then calculated and graphically represented the percentage of *sall* mutant misregulated genes at stage 16 (WT16 vs Ho16; He16 vsHo16), 17 (WT17 vs Ho17; He17 vs Ho17) and at the transition between both stages (Ho16 vs Ho17; WT16 vs WT17) belonging to each “Functional Group reference list”. Finally, we performed Gene Ontology (GO) analysis using the FatiGO software of the BABELOMICS package [72]. Additional file 14: Table S14 shows the genes in each Functional Group category used in this study.

For the analysis of Sall binding sites we used the MatScan software [73], demanding at most 1 substitution from the published consensus [11] and using the BDGP R5/dm3 genome assembly as reference.

We compared our sequencing data with those from Graveley et al. [17] in two different ways: 1) We calculated Pearson correlation coefficients between the modENCODE RNA-seq data from 12 to 14 h embryos (SRX015647) and our WT16 data and between the modENCODE RNA-seq data from 18 to 20 h embryos (SRX015650) and WT17; and 2) we determined the number of shared genes in the WT 16/17 and 12–14 h/18–20 h transitions, both for up and down-regulated. For both analyses we carried out first a median-normalization of the data in order to transform the expression values into a comparable scale. In the second analysis we consider a gene to be differentially expressed if it is at least 4-fold over- or under-expressed.

For the comparison of our data with that from the silencing of *salm* in the muscle, we compared the homozygous *sall* mutant misregulated genes found in our experiment with the top 500 genes of the microarrays of *salm* downregulated pupal muscle [46].

## Abbreviations

CNS: Central Nervous System; GFP: Green Fluorescent Protein; GO: Gene Ontology; He: Heterozygotes; Ho: Homozygotes; mRNAseq: mRNA sequencing; Q-PCR: Quantitative Polimerase Chain Reaction; RPKM: Reads Per Kilobase of transcript per Million mapped reads; *Salm*: *Spalt major*; *Salr*: *Spalt related*; WT: Wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MJF designed and performed all the molecular genetic experiments, participated in the interpretation of the results and in the writing of the manuscript. NR participated in the bioinformatic analyses and in the interpretation of the results. CP provided the fly stocks. MH participated in the bioinformatic analyses. AA coordinated and performed the mRNA sequencing and participated in the interpretation of the results and the bioinformatic analyses. RB and RC conceived, designed and coordinated the study, participated in the interpretation of the results and in the writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1. Sequencing parameters of the biological replicas of the studied genotypes.** Genotype symbols: Wild type (WT), Heterozygous (He), Homozygous (Ho). Letters a, b and c symbolize different experiments for each genotype. Technical replicates were grouped (ie: WT16ab). Click here for file

Additional file 2 **Table S2. Differential expression analysis.** baseMean (mean expression level, at the base scale, as a joint estimate from both conditions); baseMeanA (mean expression level, at the base scale, as an estimate for condition A); baseMeanB (mean expression level, at the base scale, as an estimate for condition B); foldChange (fold change from the first to the second condition); log2FoldChange (logarithm to basis 2 of the fold change); pvalue (significance of the fold change); padjusted (p values adjusted for multiple testing with the Benjamini-Hochberg procedure, which controls false discovery rate); resVarA (ratio of the single gene estimates for the base variance to the fitted value in condition A); resVarB (ratio of the single gene estimates for the base variance to the fitted value in condition B). Click here for file

Additional file 3 **Table S3. RPKM normalization of gene counts.** Genotype symbols: Wild type (WT), Heterozygous (He), Homozygous (Ho). Letters a, b and c symbolize different experiments for each genotype.Technical replicates for a same genotype sample were grouped (ie: WT16ab). Click here for file

Additional file 4 **Table S4. Number of genes significantly misregulated in homozygous or heterozygous *sall *mutant embryos in comparison to WT.** Genotype symbols: Wild type (WT), Heterozygous (He), Homozygous (Ho). Downregulated (D) or upregulated (U) genes in the second genotype with respect to the first one; E, no significant changes in expression between the two genotypes. Click here for file

Additional file 5 **Figure S1. Dosage effect of *sall *genes.** (A) mRNA-Seq expression plot for *arm, Fas-3, Nrg, Fas2, CadN and N* genes in heterozygous (He) and homozygous (Ho) *sall* mutant embryos at stage 16 showed consistent results with the differences in protein levels observed by Cantera et al. (Cantera et al. 2002). Notice that heterozygous *sall* mutant embryos have higher transcript levels than homozygous for all these adhesion and cytoskeleton genes, suggesting a dosage effect of Sall. (B) mRNA-Seq analysis of the transcriptome of WT16*,* He16 and Ho16 embryos, showed that five genes are differentially expressed (p < 0.01) between all the genotypes compared at stage 16 and have intermediate levels of expression in He16. (C) At stage 17, instead, four of the genes that are differentially expressed (p < 0.01) between all the genotypes compared at this stage had intermediate levels of expression in He17. Click here for file

Additional file 6 **Figure S2. Reads mapped along *IM3 *and *dro5 *genes.** (A, B) 36 or 38 long reads represented by grey lines map on *dro5* (A) or *IM3* (B) genes. Gene, mRNA and coding sequence (CDS) are represented on the upper part of each figure. On the left, the different biological replicates of each genotype analyzed are indicated. Click here for file

Additional file 7 **Figure S3. Putative Sall binding sites in regulated genes.** Graphical representation of *dro5* (A) and *IM3* (B) genes and the putative Sall binding sites (pink box in A, green and blue boxes in B) in the genomic region. Conservation of these sequences in various *Drosophila* species is depicted below the graphs. Click here for file

Additional file 8 **Table S5. Misregulated genes in homozygous *sall *mutant embryos.** Genotype symbols: Wild type (WT), Heterozygous (He), Homozygous (Ho). Downregulated (D) or upregulated (U) genes in the second genotype with respect to the first one; E, no significant changes in expression between the two genotypes. Genes previously associated with neurodegeneration/neuroprotection are indicated in RED. Click here for file

Additional file 9 **Unbiased Gene Ontology analysis of the genes significantly misregulated in homozygous *sall *mutant embryos using the VLAD online tool.** Genes misregulated in homozygous *sall* mutant embryos at stage 16, 17 and at the transition between both stages (genotype comparisons: WT16 vs Ho16; WT17 vs Ho17; Ho16 vs Ho17). Click here for file

Additional file 10 **Table S6. Functional classification of genes misregulated in homozygous *sall *mutant embryos with respect to wild type embryos at stage 16.** Genotype comparison WT16 vs Ho16. Wild type (WT), Homozygous (Ho).**Table S7. Functional classification of genes misregulated in homozygous *sall *mutant embryos with respect to heterozygous embryos at stage 16.** Genotype comparison Ho16 vs He16. Homozygous (Ho), Heterozygous (He). **Table S8. Functional classification of genes misregulated in homozygous *sall *mutant embryos with respect to wild type embryos at stage 17.** Genotype comparison WT17 vs Ho17. Wild type (WT), Homozygous (Ho). **Table S9. Functional classification of genes misregulated in homozygous *sall *mutant embryos with respect to heterozygous embryos at stage 17.** Genotype comparison Ho17 vs He17. Homozygous (Ho), Heterozygous (He). **Table S10. Functional classification of genes misregulated in homozygous *sall *mutant embryos at the transition from stage 16 to 17.** Genotype comparison Ho16 vs Ho17. Homozygous (Ho). **Table S11. Functional classification of genes misregulated in wild type embryos at the transition from stage 16 to 17.** Genotype comparison WT16 vs WT17. Wild type (WT). Click here for file

Additional file 11 **Figure S4. Functional classification of misregulated genes.** (A-C) Graphic representation of the main functional groups enriched in misregulated genes in the indicated genotypes, expressed as percentage of genes in each group. In red are marked the groups significantly overrepresented with respect to the total *Drosophila* genome with p < 0.01 and in green with p < 0.05. (A) Classification of the genes misregulated in Ho16 compared with He16. (B) Classification of the genes misregulated in Ho17 compared to He17. (C) Classification of the genes misregulated in WT embryos at the transition from stage 16 to 17. Click here for file

Additional file 12 **Table S12. Genes regulated by Sall both in embryonic stages and in and pupal muscle.** Click here for file

Additional file 13 **Table S13. Oligonucleotides used for PCR analysis.** Click here for file

Additional file 14 **Table S14. Functional Groups reference list.** *GO categories constructed from specific literature sources. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

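The data are 14 mRNA-Seq libraries of Drosophila embryos, each from pools of 50 embryos, with 2 libraries of WT, 2 of He and 3 of Ho at each of stages 16 and 17. The stage field of the public labels gives stage 16 for the 7 libraries whose titles and Table S1 give stage 17, and these were taken as stage 17. The authors aligned reads to FlyBase r5.22, counted them on genes, normalized them with the DESeq size factors and deposited variance-stabilized values on a log2-like scale. The table holds 13781 genes, and a gene without reads has the value -0.040.

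Whole reads were recovered from the deposited values, since the values of each library step along 1 curve. Of 158533 values above that of 0 reads, 99.8% lay within 0.05 and 99.9% within 0.25 of a whole read, and the smallest value farther than 0.05 stood for 13250 reads. Recovered condition means were checked against 8832 means of Table S2, which was held only in part, with a median difference of 8.9e-05%. On simulated data, 99.9% of 192934 values were recovered exactly. Depth ran from 4739896 reads on genes in Ho16a to 23178186 in WT17c, with a median of 17952581. A count of 0 allows up to 3 reads, which is 0.633 CPM in Ho16a and 0.129 CPM in WT17c, and this covers counting error only.

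The plan made before the data were examined assumed counts. Because the deposited values are on a log2 scale, they were analysed as deposited with limma 3.58.1 in R 4.3.3, with 1 mean for each of 6 conditions, empirical Bayes moderation with a trend, 8 residual and 4.58 prior degrees of freedom, and Benjamini-Hochberg adjustment within each comparison. Genes needed at least 10 reads in a library of median size in at least 2 libraries and at least 15 reads in all, which kept 11584 of 13244 genes with reads. The threshold was an adjusted p under 0.001. Comparisons were those between genotypes at each stage, between stages in each genotype, and the interactions of genotype and stage. Gene sets were tested 2-sided with limma's camera at a preset correlation of 0.01, with the estimated correlation, and with fry.

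Named genes are those the text of the paper names, with *mt:ATPase6* and *mt:ATPase8* added to its mitochondrially encoded genes. Added to these were up to 3 called genes per direction and comparison with the largest changes. The latter had at least 10 CPM in the higher group and no overlap between groups. *Spn42De* and further comparisons of *Ser6* were chosen after their values were seen. Symbols, gene lengths and neighbours came from a Release 6 annotation, while the authors counted on an older release, so no coordinates are given. Symbols were matched for 13704 genes and lengths for 99.8% of the tested genes.

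The alternatives chosen in that plan were no filter, only the libraries of the 2 conditions compared, the replicate letter as a block, thinning to 4739896 reads, removal of a gene length trend, each library left out, a pseudocount of 0.1, an adjusted p of 0.05, and the published test of the authors' tool, rewritten in R with locfit 1.5.9.12 as an exact negative binomial test with a variance fit for each condition. Precision weights with TMM factors, a pseudocount of 1 and TMM factors for the gene sets were added after the data were seen. Both tests were also run on simulated reads for 10245 genes, 200 of them changed by 3 on the log2 scale. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for recovery and summaries. Enrichment of gene groups, Q-PCR and data of other studies were not analysed here.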

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

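The comparison of *Ser6* in He17 and its interaction test were chosen only after the results were seen, and the test of strain background was chosen before.

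*Ser6* rose in Ho17 by 7.66 on the log2 scale (standard error 0.62, adjusted p = 2.3e-04 from limma with Benjamini-Hochberg adjustment), higher in 3 of 3 Ho17 libraries than in both WT17 libraries. It is a signal in a gene that the text of the paper does not discuss, although Tables S5, S8 and S10 list it. Both WT17 libraries are listed at 0 reads, so *Ser6* was at least 157-fold higher in Ho17 and, in He17, at least 75.4-fold higher (adjusted p = 0.0058 from limma, 2 of 2 libraries). The difference between the stage changes of Ho and WT was itself tested and gave an adjusted p of 0.0117. The call was lost without Ho17a or Ho17c, where limma called 0 genes, and kept without Ho17b, where it called 4.

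Against a difference in depth stands that the WT17 libraries, with 13412736 and 23178186 reads, span the depth of the Ho17 libraries. Since *Ser6* is also high in He17, which shares chromosomes with the mutant stock, a difference in strain background may underlie it. Over 76 genes called by the exact test between WT16 and He16, Ho17 differed from WT17 by a median of 1.31 and He17 by 1.51, with 64 and 65 genes in the direction seen in He16. Background and the loss of *sall* copies cannot be told apart for these genes, because every mutant library carries both. A response to the loss of *sall* stays open and untested.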

How the results depend on the processing

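All alternatives in this part were set before the data were examined, apart from the pseudocount of 1, the precision weights and the TMM factors, which were chosen after seeing the data. The planned DESeq2 size factors and the DESeq2 Wald test were not run, since no count-based package was used. Where a value changed, the cause was not tested unless stated.

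Clustering by stage gave 14 of 14 libraries with all tested genes, with average linkage and with the correlation distance. With the replicate letter as a block all 24 results stayed within 1.5 times of their values. Deviations from the condition mean of libraries with the same letter at stages 16 and 17 correlated by 0.297 in WT and 0.322 in He, and in Ho by 0.0213 for a, 0.0320 for b and 0.124 for c. With 3 letters as the block in the Ho libraries, 0 genes changed between Ho16 and Ho17.

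With an adjusted p of 0.05, limma called 11 genes between WT16 and Ho16, 19 between WT17 and Ho17, 1 between WT17 and He17, 1537 in the WT, 1322 in the He and 3140 in the Ho transition, and 1 in the Ho interaction. The union held 3362 genes, with 11 misregulated at stage 16, 19 at stage 17, 1 dose-dependent at stage 17, 1077 common to the transitions, 1626 in Ho alone and 1647 misregulated in Ho.

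The exact negative binomial test called 241 genes between WT16 and Ho16, 76 between WT16 and He16, 80 between He16 and Ho16, 302 between WT17 and Ho17, 100 between WT17 and He17, 327 between He17 and Ho17, 2075 in the WT and 1913 in the He transition. The union held 2857, with 278 misregulated at stage 16, of which 58 dose-independent and 43 dose-dependent, 349 at stage 17, of which 170 and 70, 931 common to the transitions and 255 in Ho alone.

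With only the libraries compared, limma called 0 genes between WT16 and Ho16, WT16 and He16, or WT17 and Ho17, 521 in the He and 193 in the Ho transition. The union was 628, genes misregulated at each stage and dose-dependent at stage 16 were 0, common genes 66, and genes in Ho alone and misregulated in Ho 50 each. With precision weights, the same 3 genotype comparisons, both counts of misregulated genes and the dose-dependent genes at stage 16 were 0, the Ho transition 432, the union 524, common genes 169, and Ho alone and misregulated in Ho 198 each.

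Without the gene length trend, calls were 0 between WT16 and Ho16, 0 between WT16 and He16 and 3 between WT17 and Ho17, with 0 misregulated and 0 dose-dependent genes at stage 16 and 3 misregulated at stage 17. Without a filter, and with block and length together, there were 0 between WT16 and He16, 0 dose-dependent at stage 16, 2 between WT17 and Ho17 and 2 misregulated at stage 17. Thinning gave 0 between WT16 and He16 and 0 dose-dependent at stage 16. A pseudocount of 0.1 gave 124 genes in the WT, 91 in the He and 483 in the Ho transition, a union of 496 and 67 common genes. A pseudocount of 1 gave 2 between WT17 and Ho17, 234 in the WT and 211 in the He transition, 2 misregulated at stage 17 and 159 common.

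Across the 6 fits that each left out 1 Ho library, calls ran from 1 to 8 between WT16 and Ho16, 0 to 1 between WT16 and He16, 0 to 2 between He16 and Ho16, 0 to 8 between WT17 and Ho17, 0 to 1 between WT17 and He17, 0 to 2 between He17 and Ho17, 278 to 765 in the WT, 259 to 670 in the He and 478 to 1533 in the Ho transition, and 0 to 1 in the Ho interaction. The union ran from 595 to 1647, misregulated genes from 1 to 8 at stage 16 and 0 to 8 at stage 17, dose-independent genes from 0 to 2 and dose-dependent genes from 0 to 1 at each stage, common genes from 193 to 542, genes in Ho alone from 170 to 782 and misregulated in Ho from 174 to 792. The highest values came without Ho16c, except between He17 and Ho17 and for dose-independent genes at stage 17, without Ho17b.

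Over the fits that each left out 1 Ho library of the comparison, the median of the mitochondrially encoded genes ran from 2.22 without Ho16c to 4.29 without Ho16b, that of the IM genes from 3.14 without Ho17b to 4.38 without Ho17c, and that of the Jonah genes from 1.48 without Ho17a to 3.82 without Ho17c. Without WT17c that of the IM genes was 2.64, below this range, and with the estimated correlation p was 0.0595. The Jonah median of 2.64 was no longer past the threshold with fry (p = 0.0697) or the estimated correlation (p = 0.0751).

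Among named genes, the sign of small differences turned. Between He16 and Ho16, *arm* was -0.17 without Ho16a. Between He17 and Ho17, *arm* was -0.0029 without Ho17c, *Fas2* 0.059 with the block, 0.045 without Ho17a, 0.032 without Ho17b and 0.025 without He17c, and *Nrg* 0.028, 0.025, 0.022 and 0.032 in the same 4 settings. *IM10* between WT17 and He17 was -0.0089 without He17ab. *RpL32* was -0.30 between WT16 and Ho16 without Ho16a, and between WT17 and Ho17 -0.083 with the block and -0.39 without WT17c. Between WT16 and Ho16, *tko* was -0.41 without Ho16a, *Hsp23* -0.066 without WT16c, and *Hsp26* -0.95 without Ho16a and -1.81 without WT16c. *Hsp70Bc* was 1.65 between WT17 and Ho17 without WT17ab, and 0.57 between Ho16 and Ho17 without Ho16a. Over the fits that each left out 1 library, these differences reached, at the other end, 0.27 for *arm* at stage 16 and 0.14 at stage 17, -0.10 for *Fas2*, -0.18 for *Nrg*, 3.35 for *IM10*, 1.33 and 0.56 for *RpL32*, 1.10 for *tko*, 4.71 for *Hsp23*, 3.46 for *Hsp26*, and -4.46 and -3.28 for *Hsp70Bc*. Of 109 named results, 74 passed the threshold in the exact test and not in limma, and 0 turned. Other named results were weaker in 3 cases without a filter, 9 with only the libraries compared, 9 with a pseudocount of 0.1, 8 with a pseudocount of 1 and 9 with precision weights. They were weaker in 2 cases without Ho16a, 2 without Ho16b, 2 without Ho17a, 1 without Ho17b and 3 without Ho17c. Stronger were 5 without Ho16c, 1 without Ho17b and 1 with each pseudocount.

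Depth limits what a count of 0 shows, since 0 reads in Ho16a allow 0.633 CPM.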

Differences from the paper's values

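Between WT16 and He16, limma called 1 gene up against the paper's 42 and 0 down against the paper's 30, and between WT17 and He17 it called 0 up against the paper's 24 and 0 down against the paper's 70. Between WT16 and Ho16 it called 1 up against the paper's 190 and 0 down against the paper's 26, and between WT17 and Ho17 1 up against the paper's 163 and 0 down against the paper's 97. At an unadjusted p under 0.05 these comparisons held 142, 293, 766 and 944 genes. Between He16 and Ho16 it called 0 up and 0 down against the paper's about 64 and about 7 in Fig. 2B, read by eye, and between He17 and Ho17 0 up and 0 down against the paper's about 240 and about 73 in Fig. 2C, read by eye, with 749 and 574 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, only the exact negative binomial test, a rewriting of the test the paper's methods name, closed these gaps, with 44 and 32, 25 and 75, 210 and 31, 179 and 123, 73 and 7, and 246 and 81 genes.

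In the WT transition, limma called 321 genes up against the paper's 1687 and 69 down against the paper's 312, and in the He transition 288 up against the paper's about 1500 and 58 down against the paper's about 390 in Fig. 3B, read by eye. In the Ho transition it called 121 down against the paper's 416. Genes changed in at least 1 comparison came to 951 against the paper's 2534. The exact test closed all of these gaps, with 1749 and 326, 1510 and 403, 450, and 2857 genes. An adjusted p of 0.05 closed those of WT, with 1220 and 317, of the He rises, with 1064, and of the union, with 3362. The remaining alternatives set before the data were examined did not close them.

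Genes misregulated came to 1 against the paper's 249 at stage 16 and to 1 against the paper's 307 at stage 17. Dose-independent genes came to 0 against the paper's 47 and 0 against the paper's 151, and dose-dependent genes to 1 against the paper's 41 and 0 against the paper's 64. Only the exact test closed these gaps among the alternatives set before the data were examined, with 278, 349, 58, 170, 43 and 70.

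Genes changed in the transition in all genotypes came to 286 against the paper's 872, with 238 up against the paper's 664 and 48 down against the paper's 208. The exact test, with 931, 717 and 214, and an adjusted p of 0.05, with 1077, 883 and 194, closed these gaps, and for the rises so did leaving out Ho16c, with 473. In Ho alone, 509 genes changed against the paper's about 220 in Fig. 3B, read by eye. This gap closed in the exact test, with 255, and without Ho16b, Ho17a or Ho17b, with 261, 270 and 170. No other alternative set before the data were examined closed them.

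The paper places *tko* among genes lower in Ho16, and here it was higher by 0.46. The paper gives He embryos more *arm* transcripts than Ho embryos, and here the difference from He to Ho was 0.11 at stage 16 and 0.051 at stage 17. The paper describes fewer rises in Ho than in WT during the transition, and limma called 801 in Ho and 321 in WT, but 191 and 197 with only the libraries compared, while the exact test called 860 and 1749. In the fit of all libraries, the 3 per stage in Ho gave smaller standard errors than the 2 in WT. The counts of 801 and 321 therefore cannot be compared directly. The paper describes most changed genes as higher in Ho, and at an unadjusted p under 0.05 limma had 330 higher and 436 lower in Ho16 and 473 and 471 in Ho17, while among the genes called by the exact test 87.1% and 59.3% were higher. With the gene length trend removed, limma had 445 higher and 325 lower in Ho16 and 646 and 503 in Ho17.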

Other observations

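The tests of depth in Ho16c, of single libraries, of other splits, of older embryos, of mitochondrial transcripts by letter, of letters over all genes and of neighbours of the deleted genes were chosen only after the results were seen.

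Ho16c held 4514 genes at 0 reads, against 2661 in Ho16a, which has fewer reads, so depth is not the source. Few distinct molecules, each read many times, stay open. The share of genes at 0 corresponds to 57.9 reads per molecule in Ho16c, between 11.2 and 20.5 in the other libraries of experiment c and in Ho17, and between 1.63 and 2.23 in the rest. This decides nothing, since it is taken from the same genes at 0 and would be high whatever left them without reads.

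The spread between Ho16 libraries exceeded that of WT16 and He16. After thinning to 1 total, that of Ho16c was 1.23 against at most 0.477, and after removal of a length trend 1.40 against at most 0.561, so neither depth nor length accounts for the whole. A real difference between pools of Ho embryos stays open and untested.

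Of 241 genes called by the exact test between WT16 and Ho16, 83 were called without Ho16c, 160 without Ho16a and 206 without Ho16b, which is consistent with 1 library carrying many of the calls. The real split had the most calls, 1 of 10 splits. The next split, with Ho16a and Ho16c as the group of 2, gave 147. In limma at an unadjusted p under 0.05, however, 6 of the 10 splits gave at least the 196 genes of the real one, and the highest, with Ho16a and Ho16b as the group of 2, gave 1451. Between WT17 and Ho17, 1 of 10 splits gave as many as 302, and the next, with Ho17a and Ho17b apart, gave 205. In limma at the unadjusted threshold the real split had 1354 and the next 1008. Between Ho16 and Ho17, on these libraries alone, 1 of 10 splits gave as many as 193 in limma, and all others gave 0. With 10 splits the share is never under 0.1, so between genotypes a real difference and an accidental split cannot be told apart by this test. Between Ho16 and Ho17, other values argue against an accidental split. The exact test called 1310 genes, against at most 33 in the other splits. On all 11584 tested genes, the first principal component ran from -110 to -98.0 in Ho16 and from 89.4 to 129 in Ho17. The second component parted the Ho16 libraries themselves, from 85.3 in Ho16a to -147 in Ho16c. Distances on the 951 called genes are no evidence here, since those genes were called partly on this comparison.

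Over 54 genes that fall most from stage 16 to 17, Ho17c kept a median of 5.24% of the stage 16 level (quartiles 2.23% and 9.63%) and Ho17a 6.61% (2.89% and 11.4%), whereas Ho17b had -0.76% and WT17 and He17 between -0.34% and 0.22%. Younger embryos in these pools may add such transcripts. They cannot be told apart from delayed falls in Ho embryos, since both leave stage 16 transcripts. Reads of *salm*, which the deficiency removes, followed the same order, with 96, 0 and 17 in Ho17a, Ho17b and Ho17c. The Ho16 libraries a, b and c had 19, 7 and 1. These reads decide nothing here, because neither younger Ho embryos nor delayed falls would supply them. Their source was not tested. *Osi6* stood at 13.5% in Ho17a and 18.9% in Ho17c.

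Older embryos could raise immune and Jonah genes. In Ho17a, genes that fall in He were higher than in WT17 by a median of 0.84 and genes that rise were at -0.37, which argues against older embryos there. In Ho17b the medians were -0.39 and 0.39, as older embryos would give, so this stays open for Ho17b, beside a response to the mutation, which was not tested. In Ho17c the medians were 0.67 and -0.058. Falling genes there lay opposite to what older embryos would give, while rising genes were near WT17. The immune induced molecule genes had a median of 6.94 in Ho17c, against 5.45 and 4.28 in the WT17 libraries.

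Mitochondrially encoded transcripts were higher in libraries of experiment c. Letter c is not the whole source of their rise in Ho16, because Ho16a and Ho16b lay above WT16ab and He16ab by a median of 2.50, with 13 of 13 genes higher and 12 without overlap, which chance gives for 33.3%. Over all genes, experiment c was highest in all 6 conditions for 475 genes and lowest for 414, against 80.4 expected each. This is consistent with a difference between the experiments, and no biological explanation was tested. *Prx2540-1*, *Prx2540-2*, CG11825 and *caz* were highest in experiment c in 23 of 24 pairs of gene and condition.

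Genes next to *salm* and *salr* could be lost with them. Of 14 tested neighbours, 0 were lower in Ho by more than 1 at both stages, and 1, *sala*, was higher at both. Averaged over both stages, limma called 2 genes between mutants and WT, CG4306 by 4.65 (adjusted p = 4.4e-05) and *Spn42De* by 5.16 (adjusted p = 3.2e-04), the latter chosen after its values were seen.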
